# Von willebrand factor increases endothelial cell adhesiveness for human mesenchymal stem cells by activating p38 mitogen-activated protein kinase

**DOI:** 10.1186/scrt35

**Published:** 2010-11-17

**Authors:** Irina A Potapova, Ira S Cohen, Sergey V Doronin

## Abstract

**Introduction:**

Delivered systemically or natively circulating mesenchymal stem cells accumulate in injured tissues. During homing mesenchymal stem cells adhere to endothelial cells and infiltrate underlying tissue. Previously we have shown that adhesiveness of endothelial cells for mesenchymal stem cells correlates with the inhibition of mitochondrial function of endothelial cells and secretion of von Willebrand factor. We hypothesized that von Willebrand factor is an auto/paracrine regulator of endothelial cell adhesiveness and studied the effect of von Willebrand factor on adhesion of mesenchymal stem cells to endothelial cells.

**Methods:**

We used Affymetrix DNA microarrays, human protein phospho-MAPK array, Western blot, cell-based ELISA and flow cytometry analysis to study the activation of endothelial cells by von Willebrand factor. Cell adhesion assay and protein kinase inhibitors were used to evaluate the role of mitogen-activated protein kinases in the regulation of endothelial cell adhesiveness for mesenchymal stem cell.

**Results:**

Treatment of endothelial cells with von Willebrand factor stimulated the mesenchymal stem cell adhesion in a time- and concentration-dependent manner. Mesenchymal stem cells did not adhere to immobilized von Willebrand factor and did not express receptors for von Willebrand factor suggesting that the stimulation of the mesenchymal stem cell adhesion is a result of endothelial cell activation with von Willebrand factor. Treatment of endothelial cells with von Willebrand factor activated ERK-1,2 and p38 MAPK without an effect on gene or cell surface expression of E-selectin, P-selectin, VCAM1 and ICAM1. Inhibition of p38 MAPK, but not ERK-1,2, in endothelial cells completely abrogated the stimulation of the mesenchymal stem cell adhesion by von Willebrand factor.

**Conclusions:**

Von Willebrand factor is an auto/paracrine regulator of endothelial cells. Activation of p38 MAPK in endothelial cells by von Willebrand factor is responsible for the regulation of endothelial cell adhesiveness for mesenchymal stem cells.

## Introduction

Systemically delivered or natively circulated mesenchymal stem cells (MSCs) target tissues affected by radiation, infarction and other kinds of trauma [1-4]. During the homing MSCs are likely to utilize multiple mechanisms for recognition of injured tissues. One such mechanism may include adhesion of MSCs to distressed/apoptotic endothelial cells (ECs). ECs show limited adhesiveness for cells circulating in the bloodstream, however, they became activated after exposure to inflammatory or stress factors. Activation of ECs under stress conditions occurs rapidly and results in massive release of von Willebrand factor (vWF) from intracellular storage. Immobilization of vWF on the surface of ECs and an extracellular matrix causes platelet adhesion and aggregation. Recent studies have shown that endothelial stress may also play a significant role in the regulation of stem cell homing [5]. Previously we have shown that adhesion of human mesenchymal stem cells (hMSCs) to ECs *in vitro *is regulated by endothelial distress and apoptosis and correlates with the inhibition of mitochondrial function in ECs and the release of vWF [6]. In this study we demonstrate that vWF stimulates p38 MAPK that regulates EC adhesiveness for hMSCs.

## Materials and methods

### Reagents

Human vWF-Factor VIII free was obtained from American Diagnostica Inc. (Stamford, CT, USA). P38 MAPK and ERK-1,2 inhibitors, 4-(4-fluorophenyl)-2-(4-methylsulfinylphenyl)-5-(4'-pyridyl)-1-H-imidasole (SB203580), 4-ethyl-2(p-methoxyphenyl)-5-(4'-pyridyl)-1-H-imidazole (SB202474), 2'-amino-3'-methoxyflavone (PD98059), 1,4-diamino-2,3-dicyano-1,4-bis(2-aminophenylthio)butadiene (U0126), were purchased from Calbiochem (Gibbstown, NJ, USA). Neutralizing antibodies against human P-selectin, E-selectin, ICAM1, VCAM1 and normal IgG (isotype-matching control) were purchased from R&D Systems (Minneapolis, MN, USA).

### Cell culture

Human mesenchymal stem cells (hMSCs) and human umbilical vein endothelial cells (HUVECs) were purchased from Lonza Group Ltd. (Basel, Switzerland) and cultured in MSCGM BulletKit (Lonza) and EGM-2 BulletKit (Lonza), accordingly. Passages 2 to 5 were used. Cells were maintained at 37°C in a humidified atmosphere of 5% CO_2_.

### HMSC adhesion assay

HMSC adhesion to HUVECs was conducted as previously described [6]. HMSCs grown as a monolayer were dissociated with trypsin-EDTA solution (Lonza), washed with Hank's balanced salt solution (HBSS), and labeled with 4 μg/ml calcein AM (Molecular Probes, Invitrogen, Carlsbad, CA, USA) in HBSS for 45 minutes at 37°C and 5% CO_2_. After the labeling, hMSCs were washed with HBSS and resuspended in Dulbecco's modified Eagle's medium (DMEM; Sigma, St. Louis, MO, USA). HUVECs were prepared for the adhesion assay as follows. A confluent monolayer of HUVECs in a 96-well cell culture clear-bottom black plate (Corning Incorporated Life Sciences, Lowell, MA, USA) was washed twice with HBSS and treated with vWF (0 to 6 μg/ml) in HBSS for 0 to 9 hours at 37°C and 5% CO_2_.

Before the adhesion assay cells were washed with HBSS and left in 50 μl of HBSS. HMSC suspension (50 μl, 10,000 cells per well) was added to HUVECs and incubated for 30 minutes at 37°C and 5% CO_2_. The cell load was estimated by scanning the plate in a POLARstar OPTIMA microplate reader (BMG Labtech Inc., Cary, NC, USA) at excitation/emission wavelengths of 485/520 nm. Wells without hMSCs were used to assay the background fluorescence. Unbound hMSCs were aspirated and wells were washed with 200 μl of HBSS two times, 100 μl HBSS was added to each well and plates were scanned to assay a number of bound cells. The percentage of bound cells was calculated as a ratio between the fluorescence of washed and unwashed wells after subtraction of the background fluorescence from both values. At least six wells were used for each experimental condition. At least three independent experiments were conducted for each treatment.

Adhesion of hMSCs to collagen-coated or tissue culture plates was studied using a 96-well collagen I coated clear-bottom black plate (BD Biosciences, Franklin Lakes, NJ, USA) and a 96-well cell culture clear-bottom black plate, respectively. Immobilization of vWF was achieved by incubation of plates with a solution of vWF (0 to 8 μg/ml) in HBSS for four hours. The adhesion of hMSCs to the plates was assayed before and after vWF immobilization. In order to remove unbound vWF wells were washed with HBSS before the adhesion assay. Immobilization of vWF on collagen I coated and tissue culture plates was monitored by ELISA. Plates were treated with vWF as described above, washed three times with the wash buffer from ELISA development kit (R&D Systems) and incubated with peroxidase-conjugated rabbit polyclonal anti-human vWF antibody (Dako North America, Inc., Carpinteria, CA, USA) according to the manufacturer's recommendations. ELISA was developed and the optical densities were measured at 450 nm with a 595 nm reference wavelength in a POLARstar OPTIMA microplate reader (BMG Labtech Inc., Cary, NC, USA). Immobilization of vWF was determined using eight measurements per each experimental condition.

In experiments on the inhibition of p38 MAPK and ERK-1,2 HUVECs were pre-incubated with inhibitors of protein kinases for 45 minutes and then stimulated with vWF. Activity of p38 MAPK was inhibited with SB203580. SB202474, a chemical analog of SB203580, was used as a negative control. Phosphorylation and activation of ERK-1,2 was inhibited with U0126 or PD98059.

### Flow cytometric analysis of antigen expression on the surface of hMSCs and HUVECs

Analysis of E-selectin, VCAM1 and ICAM1 expression on the surface of HUVECs and integrin α_v_β_3 _and GPIbα expression on the surface of hMSCs was conducted using flow cytometry. Cells were dissociated and resuspended in the flow cytometry buffer consisting of 2% bovine serum albumin (Sigma) and 0.1% sodium azide (Sigma-Aldrich, St. Louis, MO, USA) in Dulbecco's phosphate buffered saline (PBS; Sigma). HUVECs were dissociated using Hank's based enzyme free cell dissociation solution (Millipore, Billerica, MA, USA). HMSCs were dissociated with trypsin-EDTA solution (Lonza). Cells (2 × 10^5 ^cells) were stained with corresponding fluorochrome-conjugated monoclonal antibodies (BD Biosciences) for 30 minutes at room temperature according to the manufacturer's recommendations. After incubation with antibodies, cells were washed with 5 ml of the flow cytometry buffer and resuspended in the flow cytometry buffer containing 1% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA, USA). Background staining was assessed by incubation of cells with mouse fluorochrome- and isotype-matching immunoglobulins. Flow cytometric analysis was performed by acquiring 5,000 events on a FACScan flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA). Data were processed with a CellQuest™software package supplied by instrument manufacturer (BD Biosciences, Franklin Lakes, NJ, USA). The cellular debris was assessed on the basis of forward and right angle scattering analysis and excluded from further analysis by a CellQuest™software package (BD Biosciences, Franklin Lakes, NJ, USA).

### Human phospho-MAPK array

Analysis of protein kinase phosphorylation in HUVECs treated with vWF was conducted using the human phospho-MAPK array kit (R&D Systems). Confluent HUVECs grown on a 100 mm tissue culture plate were washed twice with HBSS and treated with 4 μg/ml vWF in HBSS for 0 to 35 minutes. After the treatment cells were washed with HBSS and lysed with the manufacturer supplied buffer and protein, phosphorylation was developed according to the manufacturer's recommendations. Phosphorylation of protein kinases was detected by exposure of phospho-MAPK array to X-ray film (Kodak, Rochester, NY, USA). All arrays from the same experiment were processed simultaneously and exposed to the same X-ray film.

### Western blot analysis of p38 MAPK and ERK-1,2 phosphorylation

Confluent HUVECs grown on a 100 mm tissue culture plate were washed twice with HBSS, treated with 4 μg/ml vWF in HBSS for 0 to 5 minutes and lysed with 1 ml of lysis buffer containing 0.025 M Tris-HCl, pH 7.4, 0.15 M NaCl, 5 mM EDTA, 1% Triton X-100, 0.5% Nonidet P-40, and a set of protease inhibitors (Roche Applied Science, Indianapolis, IN, USA) and phosphatase inhibitors (cocktails type 1 and 2) (Sigma) for 15 minutes at 4°C. Extract was cleared by centrifugation at 15,000 × *g *at 4°C for 30 minutes. Proteins (25 μg) were separated in Bis-Tris 10% Criterion gel (Bio-Rad, Hercules, CA, USA) using XT MOPS running buffer (Bio-Rad) and transferred to a nitrocellulose membrane (Bio-Rad). Western blot was performed using polyclonal antibodies against phosphorylated p38 MAPK (Thr180/Tyr182), total p38 MAPK, phosphorylated ERK-1,2 (Thr202/Tyr204) and total ERK-1,2 (Cell Signaling Technology, Danvers, MA, USA). Western blot was developed with Rabbit TrueBlot HRP-labeled anti-rabbit antibody (eBioscience, San Diego, CA, USA) and ECL Western blotting detection reagents (GE Healthcare UK Limited, Pittsburgh, PA, USA).

### Cell-based ELISA for p38 MAPK and ERK-1,2 phosphorylation in HUVECs treated with vWF

Phosphorylation of p38 MAPK (Thr180/Tyr182) and ERK-1,2 (Thr202/Tyr204) was assayed using corresponding cell-base ELISA kits (R&D Systems). Confluent HUVECs grown on a 96-well cell culture clear-bottom black plate were washed twice with HBSS and treated with 0 to 6 μg/ml vWF in HBSS for four hours. After the treatment, cells were washed with HBSS, fixed with 4% paraformaldehyde in phosphate-buffered saline for 30 minutes and stained according to the manufacturer's recommendations. Fluorescence of total protein kinase at 450 nm and phosphorylated protein kinase at 600 nm were acquired in a POLARstar OPTIMA microplate reader. Background fluorescence was estimated as recommended by the manufacturer from the control wells stained with corresponding secondary antibody and the relative ratio of the fluorescence of phosphorylated protein kinase to the fluorescence of total protein kinase was calculated. At least six wells were used for each experimental condition.

### Activity assays of p38 MAPK and ERK-1,2

Activities of p38 MAPK and ERK-1,2 in HUVEC lysate were assayed using the p38 and p44/42 MAPK assay kits (Cell Signaling Technology). Confluent HUVECs grown on a six-well cell culture plate were washed twice with HBSS and treated with 0 to 6 μg/ml vWF in HBSS for four hours. After the treatment cells were washed with HBSS and lysed with the provided buffer according to the manufacturer's recommendations. Phosphorylated p38 MAPK (Thr180/Tyr182) and ERK-1,2 (Thr202/Tyr204) were immunoprecipitated from HUVEC lysates of equal volume (1 ml) and protein concentrations (1.5 mg/ml) with corresponding anti-phospho-p38 MAPK (Thr180/Tyr182) and anti-phospho ERK-1,2 (Thr202/Tyr204) antibodies supplied by the manufacturer. Enzymatic activities of immunoprecipitated protein kinases were assayed using recombinant ATF-2 protein as a substrate for p38 MAPK and recombinant Elk-1 protein as a substrate for ERK-1,2. Phosphorylation of ATF-2 and Elk-1 proteins was detected by Western blots. For this, reaction mixtures (35 μl) were separated in Bis-Tris 10% Criterion gel using XT MOPS running buffer and transferred to a nitrocellulose mem-brane. Western blot was performed using anti-phospho-ATF-2 (Thr71) or anti-phospho-Elk-1 (Ser383) antibodies. Immunoreactive bands were visualized using affinity purified HRP-labeled goat anti-rabbit F(ab')2 fragment antibody (Kirkegaard and Perry Laboratories, Gaithersburg, Maryland, USA) and ECL Western blotting detection reagents (GE Healthcare UK Limited).

### Affymetrix DNA microarray analysis

RNA was extracted from HUVECs using the RNeasy kit (Qiagen, Germantown, MD, USA), and analysis of gene expression in HUVECs was performed on Affymetrix Human Genome U133 Plus 2.0 array (Santa Clara, CA, USA) according to the manufacturer's recommendations. Raw microarray data were processed with the affy package of the Bioconductor project using MAS 5.0 algorithm and subjected to t-test.

### Analysis of DNA content using Quanti-iT PicoGreen dsDNA reagent

HUVECs were treated with vWF and inhibitors of protein kinases as described above and washed with HBSS. To prepare the cell lysate 100 μl of cell lysis solution (0.2% v/v Triton X-100, 10 mM Tris (ph 7.0), 1 mM EDTA) was added to each well (96-well plate), and the plate was process through a total of two freeze at -80°C/thaw at room temperature cycles. After a final thaw 100 μl of the aqueous working solution of Quant-iT PicoGreen dsDNA reagent (Invitrogen) prepared according the manufacturer's instructions was added to each well. Fluorescence was measured using a Polarstar OPTIMA microplate reader (BMG Labtech Inc.) at excitation/emission wavelengths of 485/520 nm. DNA standard curve was generated using dsDNA standard provided with the Picogreen Assay kit and used for determining the DNA concentration of the samples.

### Confocal imaging

Confluent monolayer of HUVECs on Lab-Tek II chamber CC2 glass slides (Nalge Nunc International, Rochester, NY, USA) was treated with 4 μg/ml vWF in HBSS for four hours and the adhesion assay with hMSCs was conducted as described in the hMSC adhesion assay section. Cells were fixed with 5% paraformaldehyde, permeabilized with 0.1% Triton x100 in phosphate buffered saline, blocked with 5 mg/ml bovine serum albumin in PBS for one hour and stained with 1 μg/ml AF488-conjugated CD31 antibody (BD Pharmingen, Franklin Lakes, NJ, USA), the specific antigen marker of HUVECs, and 1 μg/ml PE-conjugated CD90 antibody (BD Pharmingen), the specific antigen marker of hMSCs, for four hours. After staining cells was washed with PBS and images were acquired on Olympus FluoView FV1000 confocal microscope (Olympus America Inc. Center Valley, PA, USA).

## Results

### VWF regulates hMSC adhesion to HUVECs

Previously we have shown that endothelial distress potentiates the hMSC adhesion [6]. The adhesion of hMSCs to distressed/apoptotic HUVECs correlated with the secretion of vWF by ECs suggesting that vWF may regulate the interaction of hMSCs with ECs [6].

In order to study the effect of vWF on the hMSC adhesion HUVECs were treated with exogenous vWF. Treatment of HUVECs with vWF was conducted in HBSS to eliminate the interference from vWF present in fetal bovine serum. Plates were washed before the adhesion assay in order to remove unbound vWF. Since hMSCs respond to endothelial distress [6], and serum deprivation itself is a stress factor, we also tested whether HBSS alone affects the hMSC adhesion.

VWF stimulated hMSC adhesion to HUVECs in a time and dose-dependent manner (Figure 1). Incubation of HUVECs with HBSS for four hours stimulated the hMSC adhesion 1.3-fold (Figure 1a), which was less than the stimulation caused by the treatment with vWF (2.4-fold). Microscopic examination has shown that hMSCs adhere to HUVECs and are located on the top of endothelial monolayer within the boundaries of ECs. Exemplar confocal image of hMSCs adhered to HUVECs treated with vWF is shown in Figure 2. These data argue that vWF regulates hMSC adhesion to ECs.

**Figure 1:**
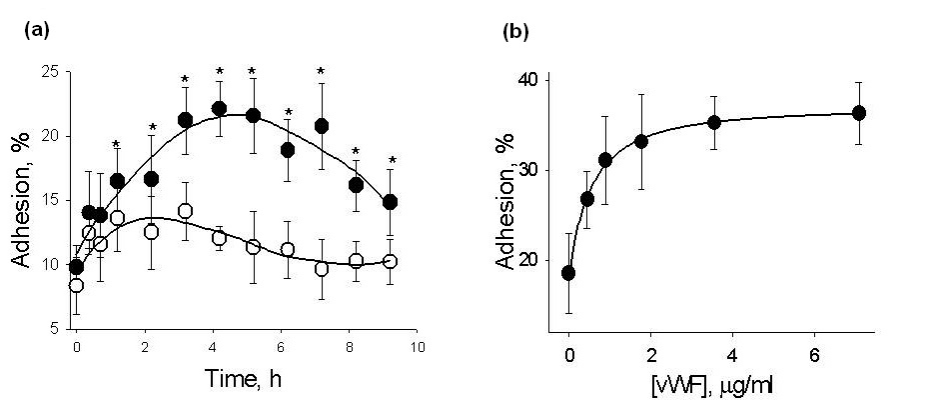
**VWF stimulates HUVEC adhesiveness for hMSCs**. **(a) **Shows changes in HUVEC adhesiveness for hMSCs caused by treatment with 4 μg/ml vWF (black circle) or HBSS (white circle) for 0 to 9 hours. Asterisks mark time points where adhesion of hMSCs to HUVECs treated with vWF was different (t-test, *P*-value <0.05) from the adhesion to HUVECs maintained in HBSS. **(b) **Shows the dose-response curve of HUVEC adhesiveness for hMSCs after treatment of HUVECs with 0 to 6 μg/ml vWF for four hours. Data are shown as mean ± SD of eight independent measurements.

**Figure 2:**
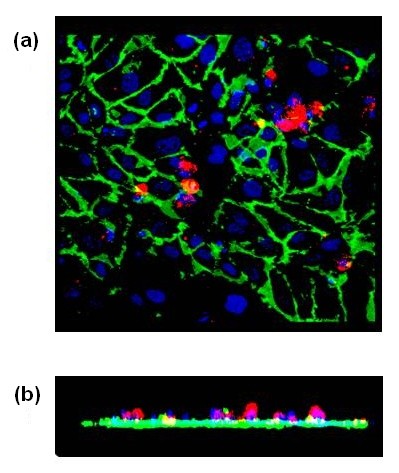
**Image of hMSCs adherent to a confluent monolayer of HUVECs treated with vWF**. Confocal image of a planar **(a) **and Z-axis **(b) **projections of hMSCs adherent to HUVECs treated with 4 μg/ml vWF for four hours. HUVECs were stained with AF488-conjugated CD31 (green). HMSCs were labeled with PE-conjugated CD90 (red). HMSCs were found on the top of endothelial monolayer within the boundaries of ECs.

### HMSCs do not express glycoprotein 1bα, integrin α_V_β_3 _and do not adhere to immobilized vWF

Since the presence of soluble vWF was not required for the stimulation of the MSC adhesion, it was conceivable that the MSC adhesion is regulated by MSC interaction with vWF bound to the endothelial surface or an extracellular matrix. A similar mechanism was suggested for the stimulation of platelet adhesion and aggregation by immobilized vWF [7,8]. Known receptors for vWF include platelet glycoprotein Ib (GPIbα, expressed on the surface of platelets) and α_V_β_3 _integrin (expressed on the surface of platelets and ECs) [7,8]. We, therefore, tested whether hMSCs express receptors for vWF (α_V_β_3 _integrin and GPIbα) and adhere to immobilized vWF. Expression of α_V_β_3 _integrin and GPIbα on the surface of hMSCs was tested by flow cytometric analysis. We found that hMSCs are negative for the expression of integrin α_V_β_3 _and GPIbα (Figure 3). Adhesion of MSCs to vWF was studied after vWF immobilization on tissue culture treated (plastic) or collagen I coated cell culture plates. The insert in Figure 4 shows that nearly equal amounts of vWF were immobilized on plastic or collagen I surfaces after treatment of plates with 0 to 8 μg/ml vWF for four hours. Immobilization of vWF onto plastic plate did not affect hMSC adhesion (Figure 4). HMSCs adhered 3.3 times better to collagen I coated plate than to tissue culture treated plate. Immobilization of vWF on collagen I coated plate inhibited hMSC adhesion (Figure 4) indicating that hMSCs and vWF compete for the binding to collagen I.

**Figure 3:**
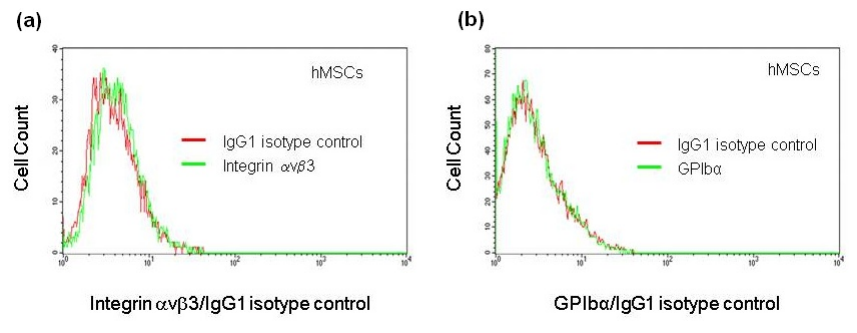
**Expression of α_V_β_3 _integrin and platelet glycoprotein Ibα on the surface of hMSCs**. **(a and b) **Show the results of flow cytometric analysis of integrin α_v_β_3 _((a), green histogram) and platelet glycoprotein Ibα (GPIb, (b), green histogram) expression on the surface of hMSCs. Red histograms represent fluorochrome matching isotype controls.

**Figure 4:**
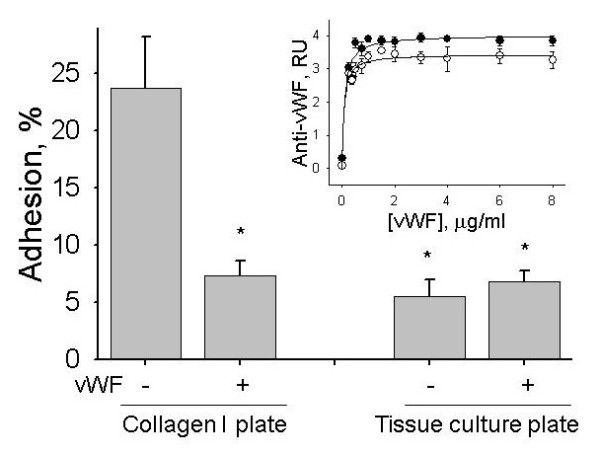
**Effect of vWF on adhesion of hMSCs to collagen I coated or tissue culture treated plastic plates**. Adhesion of hMSCs to collagen I coated and tissue culture plates was measured before and after immobilization of vWF. Before the adhesion assay vWF was removed and plates were washed with HBSS. Asterisks mark statistically significant differences compared to collagen I coated plate (t-test, *P*-value <0.05). Data are shown as mean ± SD of eight independent measurements. The insert shows vWF immobilization on collagen I coated (black circle) and tissue culture (white circle) plates exposed to 0 to 8 μg/ml vWF in HBSS for four hours. Immobilization of vWF was measured by ELISA and is shown in relative units (RU) as mean ± SD of eight independent measurements.

Taken together, the data of flow cytometry and the adhesion assay suggest that hMSCs do not directly interact with immobilized vWF, presumably, due to the lack of vWF receptors on the surface of hMSCs.

### Adhesion of hMSCs to HUVECs activated with vWF does not depend on overexpression of the adhesion molecules on the endothelial surface

Lack of direct adhesion of hMSCs to immobilized vWF suggested that the stimulation of the hMSC adhesion is a result of an activation of ECs with vWF. Activation of ECs may occur as a consequence of *de novo *transcription, synthesis and delivery of adhesion molecules (E-selectin, P-selectin, VCAM1 or ICAM1) to the cell surface [9].

In order to evaluate the effect of vWF on gene expression in HUVECs we used Affymetrix DNA microarrays. The set of Affymetrix Human Genome U133 Plus 2.0 arrays (GEO accession (GEO:GSE19816)) included HUVECs maintained in EGM2 growth media (three microarrays), HUVECs treated with HBSS (four hours, three microarrays) and HUVECs treated with vWF (4 μg/ml vWF, four hours, three microarrays). 

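HUVECs are endothelial cells of the human umbilical vein, EGM2 is their growth medium and HBSS is a salt solution with glucose but without serum, growth factors or amino acids. vWF was added in HBSS at 4 μg/ml for 4 h. The values used are the authors' MAS 5.0 signals, 1 per probe set and array on a linear scale, in which every array has a mean of 500 once 2% of the values at each end are left out. No further normalization between arrays was applied. Of 54675 probe sets on the array, 62 controls were left out and 54613 were tested, of which 41091 carry a single gene symbol, for 19775 genes. A gene with several probe sets is reported by the one of highest mean signal, and fold changes are between means of log2 signals. The groups were compared with limma on the log2 signals of the 9 arrays, with a prior variance that follows the signal and Benjamini-Hochberg adjusted p-values (two-sided). Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, over 31 lists fixed before the data were examined. Some genes, such as BCL2L11 and FOSL1, belong to more than 1 list, so results of lists that share genes are not independent. The replicate numbers go with a difference between the arrays: signals of the same number deviated from their group means together, most of all in replicate 3. The same fit with the replicate number as a block therefore stands beside the results whose call it changes, and it leaves every log2 fold change as it is. No detection calls were used, so fold changes from signals under the medians of the arrays, 61.6 to 135, may not be exact. None is given for a named gene with at least 2 of the 3 signals of a group under the medians of their arrays. A call is an adjusted p under 0.05. Nothing states that the replicates are separate cultures, so the p-values measure only the spread between these samples, which may be technical. The number of arrays limits the precision.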

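Over 4 h in HBSS, 7 of 22 FOXO targets, which cells induce when growth factors are withdrawn, rose and 6 of 19 ribosome biogenesis genes fell, relative to growth medium, in limma with the block. Both lists were called by camera, and not with the block and an estimated correlation (adjusted p = 0.0602 for both). TXNIP, an inhibitor of glucose uptake and a target of FOXO transcription factors, had a signal of 1345 ± 508 (SD, n = 3) in EGM2 and 4776 ± 242 (SD, n = 3) in HBSS, a log2 fold change of 1.91. CCNG2, an atypical cyclin of quiescent cells, went from 1454 ± 582 to 4280 ± 1770 (SD, n = 3 each), a log2 fold change of 1.55. No FOXO target fell and 15 did not pass the test with the block (12 higher when adjusted over the list alone). The median log2 fold change of the list was 0.87 (camera adjusted p = 2.31e-15). KLHL24 (1.30) and BCL2L11 (1.44), which encodes the pro-apoptotic protein BIM, were among the rises. Of 20 autophagy and lysosome genes, 3 rose and none fell, with 8 higher when adjusted over the list alone (median 0.20, from 0.168 to 0.468 with 1 array left out, adjusted p = 4.24e-07). They were GABARAPL1 (1.16), SQSTM1 (0.85) and ATG14 (0.80), which act in the formation and loading of autophagosomes. Of 20 p53 target and apoptosis genes, 4 rose, among them PLK2 (1.15), PMAIP1 (0.83) and CDKN1A (0.69), an inhibitor of the cell cycle, and none fell (8 higher when adjusted over the list alone, median 0.35, adjusted p = 6.84e-08).
Ribosome biogenesis genes had the lowest median of the called lists, -0.68 (adjusted p = 4.95e-15). Falls were in genes such as RRS1 (-1.30) and NOLC1 (-0.86), and none of the list rose (13 lower when adjusted over the list alone). POLR1G, a subunit of RNA polymerase I, also fell (-1.60), and is not counted with this list. Of 17 genes of cholesterol synthesis, 3 fell, INSIG1 (-1.57), IDI1 (-1.38) and SQLE (-1.23), and none rose (8 lower when adjusted over the list alone, median -0.46, adjusted p = 3.07e-08, and 0.183 with an estimated correlation). Of 28 cell cycle genes, 2 fell, CDC6 (-1.19), which licenses replication origins, and SKP2 (-1.17), and none rose (13 lower when adjusted over the list alone, median -0.44, from -0.543 to -0.209 with 1 array left out, adjusted p = 1.58e-08, and 0.213 with an estimated correlation). Among 27 immediate early genes, ATF3 (1.67), GADD45B (1.49) and JUNB (1.01) rose and FOSL1 (-0.77) fell, with 11 higher and 1 lower when adjusted over the list alone (median 0.27, from 0.101 to 0.418 with 1 array left out, adjusted p = 6.11e-05, and 0.213 with an estimated correlation). Actin cytoskeleton and SRF target genes (median 0.24, adjusted p = 0.00109), heat shock genes (median -0.27, adjusted p = 0.0042), NF-κB response genes (median 0.41, adjusted p = 0.0414) and nuclear genes of the respiratory chain (median -0.099, adjusted p = 0.0462) were also called, with no member past the threshold. When adjusted over each list alone, 4, 0, 0 and 0 of their members were higher and 0, 2, 0 and 0 lower, and their adjusted p with an estimated correlation was 0.183, 0.213, 0.515 and 0.45. With 1 array left out their medians ran from 0.086 to 0.377, -0.301 to -0.063, 0.006 to 0.563 and -0.151 to -0.024, and in the pair of replicate 3 that of the NF-κB list was -0.186. The FOXO, ribosome, autophagy and p53 lists were called with an estimated correlation as well (adjusted p = 0.018, 0.018, 0.0356 and 0.0262), while with the block and an estimated correlation, chosen after the values were seen, no list was called (smallest adjusted p 0.0602). Endothelial identity genes (median 0.24, with THBD, which fell, past the threshold) and p38 and ERK cascade components (median 0.12, with RPS6KA5 at 1.53, and 0.851 to 1.963 with 1 array left out, past it) were called only with the block (adjusted p = 0.0208 and 0.049, against 0.101 and 0.101), and not with the block and an estimated correlation (adjusted p = 0.436 and 0.35).
Among called genes with a group mean of at least 100 and the same sign in all 3 replicate pairs, the largest rise was in TGFB2, a growth factor of the TGF-β family, from 420.1 ± 114 to 1825 ± 169 (SD, n = 3 each), with a log2 fold change of 2.15 (standard error 0.25, adjusted p = 0.0112 from limma with the block). Other rises were in CREBRF (2.01, and 1.051 to 2.541 with 1 array left out), BDNF (1.90), XIRP2 (1.90), ATF3, the chemokine receptor CXCR4 (1.67) and the clock gene NR1D2 (1.56). PGF, a ligand of the VEGF receptor FLT1, rose by 1.27, UGCG by 1.46, MTMR10 by 1.08 and VMP1 by 1.07. ADAMTS1, a secreted protease, fell by 2.54 (standard error 0.37, adjusted p = 0.0257 from limma with the block), from 906.3 ± 309 to 148.6 ± 3.5 (SD, n = 3 each). RGS4 (-1.78), HMGA2 (-1.74), the phosphate transporter SLC20A1 (-1.69) and MBLAC2 (-1.68) also fell, as did PTK6, whose HBSS signals lie under the medians of their arrays. ID1 (-1.34) and SMAD6 (-1.46), targets of BMP signalling, MAT2A (-1.44), and thrombomodulin, encoded by THBD (-1.29, and -1.614 to -0.69 with 1 array left out), fell as well. Without the block, limma called no probe set (2340 at an unadjusted p under 0.05, smallest adjusted p 0.124). With it, 287 were called, 166 higher and 121 lower (7313 at an unadjusted p under 0.05). At the study's thresholds, an unadjusted p of at most 0.05 and more than 2-fold, 1134 probe sets passed without the block and 2520 with it. Of these 1134, 612 were higher and 522 lower, against 1140 and 373 without EGM2 replicate 3 and 517 and 1052 without HBSS replicate 3. Limma called 904 in replicates 1 and 2 alone.

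**Figure D1:**
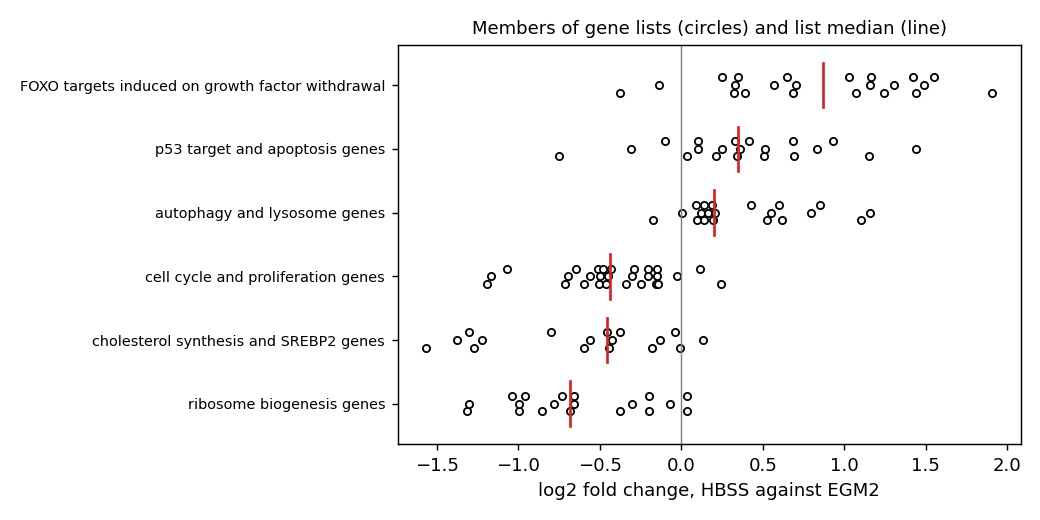
Log2 fold change of HBSS against EGM2 (horizontal axis) for the measured members of 6 gene lists (vertical axis); each circle is a gene and each red line a list's median. The medians run from 0.87 for FOXO targets to -0.68 for ribosome biogenesis genes.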

Expression of 340 genes was affected by more than two-fold (*P*-value < = 0.05) in HUVECs treated with HBSS in comparison with HUVECs maintained in EGM2 growth media. 

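Between vWF in HBSS and HBSS alone no probe set was called by limma, with the block or without it, while TGF-β and BMP response genes were called as a list. Of 19 measured TGF-β and BMP response genes, 16 had a positive log2 fold change (median 0.23, camera adjusted p = 7.54e-06, 0.0484 with an estimated correlation, and 0.42 with the block and an estimated correlation, chosen after the values were seen). None passed over all probe sets, and 7 were higher and 2 lower with the block when adjusted over the list alone. SMAD6 is an inhibitor of BMP signalling. Its signals were 404.1 ± 110 in EGM2, 154.9 ± 73.8 in HBSS and 378.4 ± 91.9 with vWF (SD, n = 3 each). Its log2 fold change was 1.36. PMEPA1 (0.58), SKIL (0.55, and 0.283 to 0.934 with 1 array left out) and ID1 (0.53) are other members. Mean signals of ID1 were 3858, 1519 and 2190 in this order of groups. Those of PMEPA1 were 901.4, 750 and 1115, and those of SKIL 2357, 3569 and 5364. This comparison shares its 3 HBSS arrays with that of HBSS against EGM2. A change back towards EGM2 can therefore come from the spread of these arrays, which was not tested. Of 28 cell cycle genes, 25 had a positive value, among them CENPF (0.62), MCM4 (0.50, and 0.175 to 0.931 with 1 array left out), BUB1B (0.43) and MCM7 (0.42), and 1 was higher with the block when adjusted over the list alone (median 0.29, adjusted p = 3.65e-10, and 0.6 with an estimated correlation). In replicates 1 and 2 their median was 0.43 and in replicate 3 it was -0.003, a difference that was not tested. Of 19 type I interferon response genes, 16 were negative, with IFI44 at -0.50 and MX1 at -0.61, and none passed when adjusted over the list alone (median -0.24, adjusted p = 0.0399, and 0.804 with an estimated correlation). Their median lay between -0.518 and -0.152 with 1 array left out, and was 0.148 in the pair of replicate 3. Immediate early genes had a median of 0.043, from -0.005 to 0.175 with 1 array left out (adjusted p = 0.0399, 0.147 with the block and 0.804 with an estimated correlation), with 2 of 27 higher and 1 lower with the block when adjusted over the list alone. Unfolded protein response genes had a median of 0.12 (adjusted p = 0.0595, 0.0153 with the block, and 0.859 with the block and an estimated correlation), and of -0.068 in the pair of replicate 3, with no member past the threshold over the list alone.
EGR1 and FOS are immediate early transcription factors that MAP kinases induce. EGR1 had a log2 fold change of 2.25 (standard error 0.69), and both had an adjusted p of 1 from limma and 0.88 with the block. EGR1 had signals of 1359 ± 1450 in HBSS and 4491 ± 686 with vWF, and FOS of 119 ± 175 and 285 ± 24.4 (SD, n = 3 each). In replicates 1 and 2 alone EGR1 was higher by 3.22 (adjusted p = 5.52e-05 from limma). FOS, whose signals in HBSS replicates 1 and 2 lie under the medians of their arrays and give no exact difference, had an adjusted p of 0.113 there. Within replicate 3 the differences were 0.29 and -0.24, each of a single pair. The genes of lowest p, none past the threshold, were DAAM1, a formin that organizes actin (1.07, signal 1284 ± 256 to 2676 ± 329), SMAD6, ZNF365, CENPF and EEIG2 (0.87) among the higher. Among the lower they were MYOZ3, ITPKB (-0.81), POU2F2 (-1.03), GPRC5B (-0.89) and PGF (-0.51). With the block, DIXDC1 (0.96), SPATA13 (0.99), MYH14 (-1.48), CD22, C1orf115 (-0.55) and GNG11 (-0.41) also came among the lowest. With 1 array left out MYH14 lay between -1.94 and -0.925 and GNG11 between -0.866 and 0.075. ATF2 and ELK1, transcription factors downstream of p38 and ERK, had log2 fold changes of 0.38 and -0.026, and 17 components of the p38 and ERK cascades had a median of 0.03 (adjusted p = 0.258). The sign of ELK1 turned with median centring (0.015) and in replicates 1 and 2 alone (0.03). With 1 array left out ATF2 lay between -0.165 and 1.005 and ELK1 between -0.104 and 0.014, and ATF2 turned without HBSS replicate 3 or vWF replicate 2. At an unadjusted p under 0.05, which probe sets also pass by chance, limma counted 672 of 54613 probe sets, and 3064 with the block. At the study's thresholds 521 passed, 271 higher and 250 lower, and 1626 with the block. Without HBSS replicate 3 these were 836 higher and 166 lower, and without vWF replicate 3, 268 and 965. With a minimum mean signal of 50 they were 99 higher and 50 lower, and with one of 100, 52 and 18. Exchanging groups within a replicate number gave 398 to 481 probe sets at the study's thresholds without a minimum. In replicates 1 and 2 alone limma called 11 probe sets. Chosen after their values were seen, these are EGR1 and DAAM1 with 2 probe sets each, MMD, BPGM, SLC30A1, NAV2, SLC7A2, PLEKHG1 and 1 without a single symbol.

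**Figure D2:**
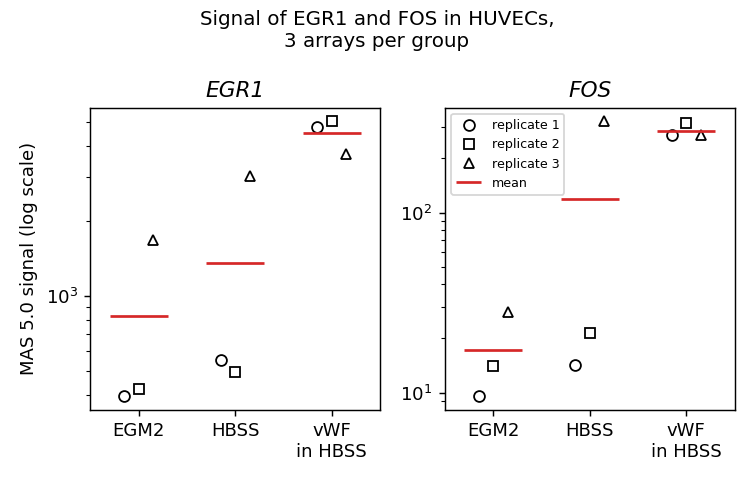
MAS 5.0 signal (vertical axis, log scale) of EGR1 and FOS on each array of EGM2, HBSS and vWF in HBSS; symbols mark the replicate number and red lines the means of 3. In HBSS the replicate 3 array lies above the other two for both genes, with means of 1359 for EGR1 and 119 for FOS.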

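Against growth medium, 8 of 22 FOXO targets and 3 of 20 p53 target and apoptosis genes rose and 2 of 19 ribosome biogenesis genes fell in HBSS with vWF, in limma with the block. None of the FOXO targets fell (12 higher when adjusted over the list alone), with a median log2 fold change of 0.70 (camera adjusted p = 1.83e-14). The largest were TXNIP (2.04) and CCNG2 (1.73, standard error 0.10, adjusted p = 0.00081 from limma with the block). Among 27 immediate early genes 6 rose and FOSL1 (-0.84) fell, with 11 higher and 1 lower when adjusted over the list alone (median 0.20, from 0.188 to 0.483 with 1 array left out, adjusted p = 1.54e-08, and 0.0759 with an estimated correlation). GADD45B (1.72), ATF3 (1.72) and JUNB (1.50), which encode stress-induced regulators, were among the rises. EGR1 had a log2 fold change of 2.76 (adjusted p = 0.739 from limma, and 0.0535 with the block) and FOS, whose EGM2 signals lie under the medians of their arrays and give no exact fold change, had an adjusted p of 0.742 (0.0648 with the block). Both were called in replicates 1 and 2 alone (adjusted p = 2.37e-05 and 0.0123 from limma). The rises among p53 target and apoptosis genes were in BCL2L11 (1.17), PLK2 (1.13) and PMAIP1 (0.78), with 11 higher and 1 lower when adjusted over the list alone (median 0.40, from 0.22 to 0.552 with 1 array left out, adjusted p = 3.2e-07). The ribosome biogenesis genes that fell were RRS1 (-1.49) and POLR1B (-1.03), and all 19 had a negative value (10 lower when adjusted over the list alone, median -0.52, adjusted p = 4.68e-12).
TGF-β and BMP response genes had 3 rises, TGFB2 (2.31), INHBA (1.43, and 0.806 to 2.06 with 1 array left out) and SKIL (1.15), and a fall in ID1 (-0.82), with 4 of 19 higher and 2 lower when adjusted over the list alone (median 0.20, from 0.112 to 0.297, adjusted p = 0.00939). Of 17 p38 and ERK cascade components, RPS6KA5, the stress-activated kinase MSK1, rose by 1.80 (1.124 to 2.236 with 1 array left out) and none fell (4 higher when adjusted over the list alone, median 0.22, adjusted p = 0.00264). TAGLN (1.37), an actin-binding protein of contractile cells, was the rise among 18 actin and SRF target genes, with 4 higher when adjusted over the list alone (median 0.28, adjusted p = 1.75e-05). Of 20 autophagy genes 3 rose, GABARAPL1 by 1.38 (6 higher when adjusted over the list alone, median 0.12, from 0.047 to 0.252 with 1 array left out, adjusted p = 7.2e-05). These 4 lists had an adjusted p of 0.0759 with an estimated correlation. Cholesterol synthesis genes had a median of -0.44, from -0.535 to -0.264 with 1 array left out (adjusted p = 2.98e-06, and 0.166 with an estimated correlation), with INSIG1 (-1.53) past the threshold and 9 of 17 lower when adjusted over the list alone. No heat shock gene (median -0.32, adjusted p = 0.000446) or gene of the respiratory chain (median -0.20, from -0.237 to -0.093 with 1 array left out, adjusted p = 0.000523) passed, 6 of 10 and 0 of 29 were lower when adjusted over the list alone, and their adjusted p was 0.11 and 0.232 with an estimated correlation. The FOXO, ribosome and p53 lists were called with an estimated correlation too (adjusted p = 0.021, 0.021 and 0.032), and no list with the block and an estimated correlation, chosen after the values were seen (smallest adjusted p 0.086). Unfolded protein response genes (median 0.11) and endothelial identity genes (median 0.18) were called only with the block (adjusted p = 0.0346 and 0.0107, against 0.154 and 0.0506), and not with the block and an estimated correlation (adjusted p = 0.6 and 0.565). In the pair of replicate 3 the median of the unfolded protein response genes was -0.107.
Other large rises were in CREBRF (2.11, and 1.145 to 2.635 with 1 array left out), SCAMP1-AS1 (1.94) and BDNF (1.83), which encodes a neurotrophin. KLHL24 (1.46), RNF44 (1.47) and UGCG (1.32) also rose, as did ABTB1, whose EGM2 signals lie under the medians of their arrays and which has 1 of its 4 other probe sets of the same sign. ADAMTS1 (-2.37), RGS4 (-1.94), a regulator of G protein signalling, G0S2 (-1.90), ADAMTS9 (-1.81), FAM217B (-1.66) and HMGA2 (-1.41) also fell, and AMD1 (-1.33), PPIF (-1.21) and IMP3 (-0.94) were among those of lowest p. Without the block limma called no probe set (2217 at an unadjusted p under 0.05, smallest adjusted p 0.0916), and with it 250, of which 173 were higher and 77 lower (7045 at an unadjusted p under 0.05). At the study's thresholds 1021 probe sets passed, 625 higher and 396 lower, and 2344 with the block. Without EGM2 replicate 3 the split was 1087 and 274, and without vWF replicate 3 it was 551 and 1096. In replicates 1 and 2 alone limma called 846.

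**Figure D3:**
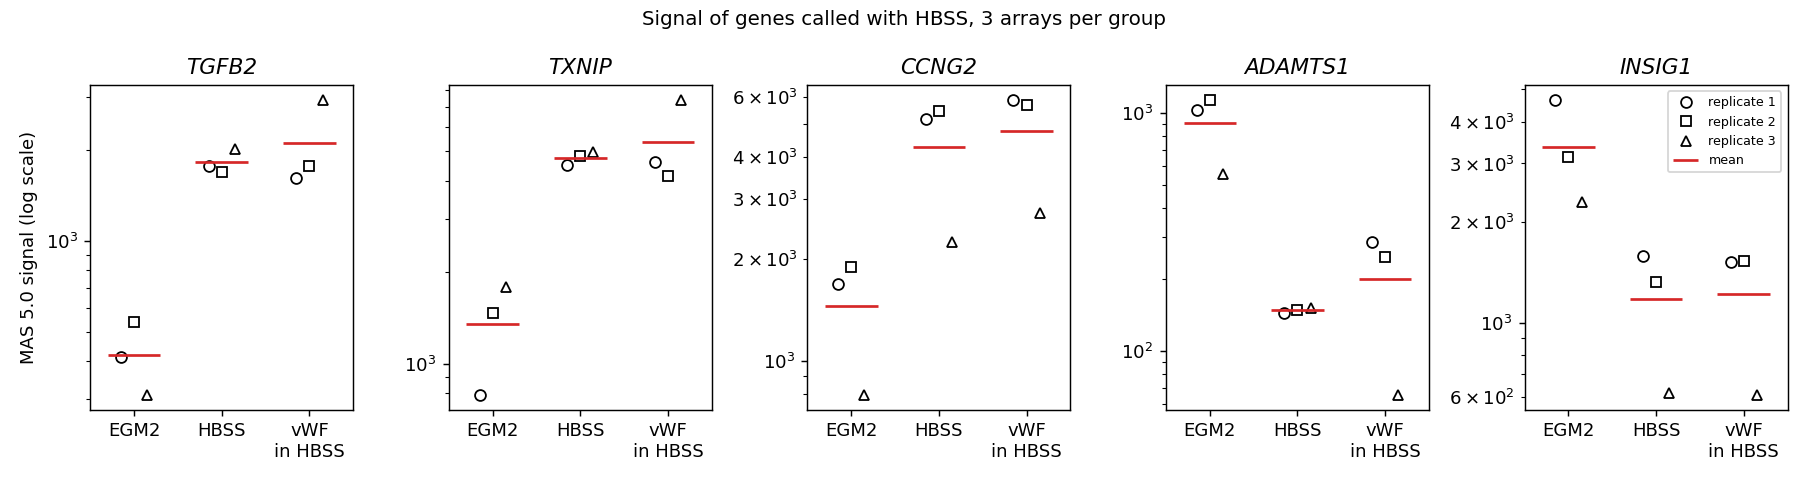
MAS 5.0 signal (vertical axis, log scale) of TGFB2, TXNIP, CCNG2, ADAMTS1 and INSIG1 on each array of EGM2, HBSS and vWF in HBSS; symbols mark the replicate number and red lines the means of 3. The means of TGFB2 are 420.1, 1825 and 2104, and those of ADAMTS1 906.3, 148.6 and 200.7.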

Treatment of HUVECs with vWF changed the expression of 157 genes by more than two-fold in comparison with HBSS (Additional file 1) and 567 genes in comparison with EGM2 growth media (Additional file 2). 

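VCAM1, which binds the integrin VLA-4 on leukocytes, had a mean signal of 379.3 ± 414 in EGM2, 684.4 ± 406 in HBSS and 1128 ± 132 with vWF (SD, n = 3 each). Its log2 fold change was 2.19 for vWF against EGM2 (95% interval 0.68 to 3.7), 1.33 for HBSS against EGM2 (-0.18 to 2.84) and 0.87 for vWF against HBSS (-0.64 to 2.38). The adjusted p was 1 in each comparison from limma, and 0.0677, 0.222 and 0.886 with the block. When adjusted over the list alone, vWF against EGM2 passed (0.0346 from limma, and 0.00208 with the block) and HBSS against EGM2 passed with the block (0.0238). ICAM1, a ligand of the β2 integrins, had 948.9 ± 475, 1886 ± 1010 and 2216 ± 1770 (SD, n = 3 each). It differed by 1.01 for HBSS (-0.23 to 2.25) and 1.08 for vWF (-0.15 to 2.33), both against EGM2, and by 0.078 for vWF against HBSS (-1.16 to 1.32). With the block, the differences of ICAM1 to EGM2 passed when adjusted over the list alone (adjusted p = 0.00924 and 0.00283 from limma) and not over all probe sets (0.116 and 0.104). E-selectin (SELE), which captures rolling leukocytes, had 673 ± 885, 442.3 ± 62.8 and 843.7 ± 306 (SD, n = 3 each), with single EGM2 arrays at 285, 48.1 and 1686. Its log2 fold changes were 0.62 (-1.50 to 2.75) for HBSS and 1.49 (-0.63 to 3.61) for vWF against EGM2, and 0.86 (-1.26 to 2.99) for vWF against HBSS. P-selectin (SELP), stored with vWF in the granules of endothelial cells, had 373.9 ± 135, 378.4 ± 131 and 353 ± 171 (SD, n = 3 each), and differed by 0.022 (-0.88 to 0.93), -0.13 (-1.03 to 0.78) and -0.15 (-1.05 to 0.76) in the same order. As a group the 4 were called for vWF against EGM2 (median 1.29, from 0.687 to 2.107 with 1 array left out, camera adjusted p = 0.00889, and 0.269 with an estimated correlation) and not for HBSS against EGM2 (median 0.82, adjusted p = 0.101) or vWF against HBSS (median 0.47, adjusted p = 0.363). In exact permutation tests (two-sided) the smallest p was 0.1, for VCAM1 with vWF against EGM2, which is the smallest that 3 arrays against 3 allow, and the others lay between 0.2 and 0.9. Without EGM2 replicate 2 the difference of SELE in HBSS turned to -0.66. VCAM1 lay between 1.456 and 3.09, 0.589 and 2.224, and 0.612 and 1.319 with 1 array left out, in the order of its fold changes, and ICAM1 between 0.565 and 1.366 for HBSS and 0.474 and 1.444 for vWF, and SELE between 0.206 and 2.771 for vWF, each against EGM2. Leaving out single arrays also turned the sign of ICAM1 for vWF against HBSS (-0.53 to 0.49) and of SELP (-0.24 to 0.30, -0.50 to 0.15 and -0.52 to 0.12 in the order given).

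**Figure D4:**
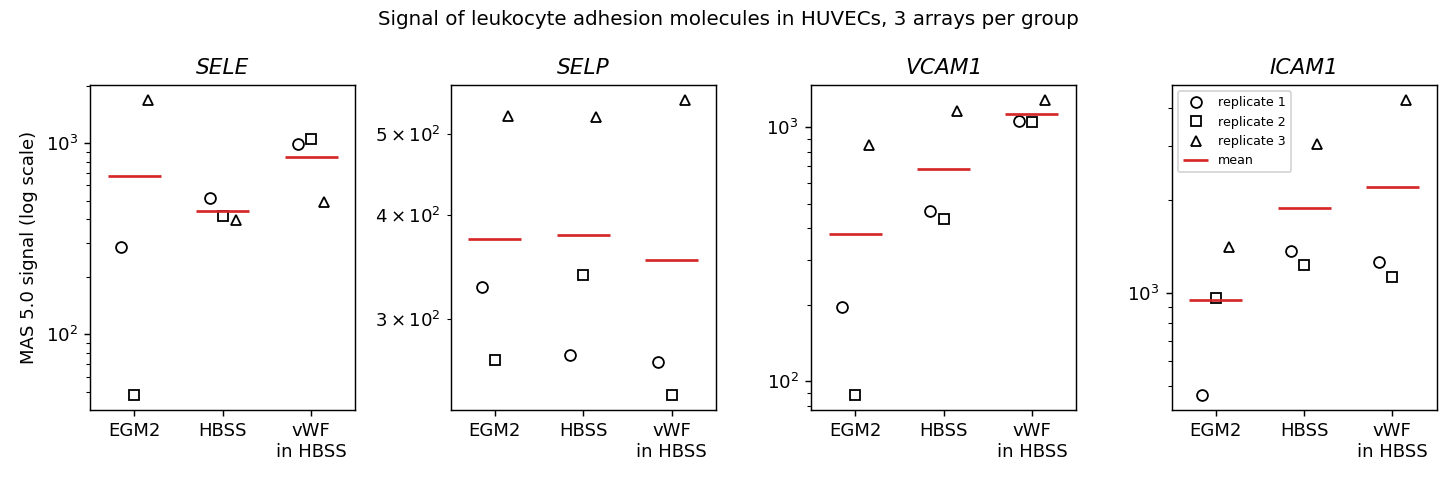
MAS 5.0 signal (vertical axes, log scale, a separate range per gene) of SELE, SELP, VCAM1 and ICAM1 on each array of EGM2, HBSS and vWF in HBSS; symbols mark the replicate number and red lines the means of 3. Mean signals of VCAM1 are 379.3, 684.4 and 1128, and EGM2 arrays of SELE run from 48.1 to 1686.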

Gene expression of E-selectin, P-selectin, VCAM1 and ICAM1 was not affected by serum starvation or by treatment of HUVECs with vWF.

Flow cytometric analysis showed that the expression of E-selectin, P-selectin, VCAM1 or ICAM1 on the surface of ECs was not upregulated by treatment of HUVECs with HBSS or vWF (Figure 5) suggesting that upregulation of the adhesion molecules on the surface of ECs was not the reason for the stimulation of the hMSC adhesion.

**Figure 5:**
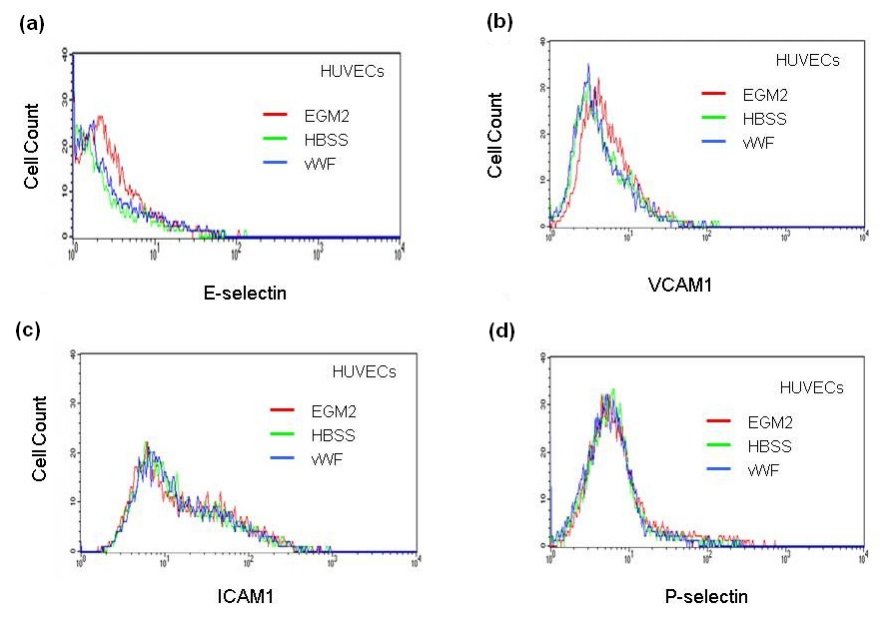
**Expression of E-selectin, P-selectin, VCAM1 and ICAM1 on the surface of HUVECs treated with vWF**. HUVECs were treated with 4 μg/ml vWF in HBSS for four hours. Expression of E-selectin **(a)**, VCAM1 **(b)**, ICAM1 **(c) **and P-selectin **(d) **on the surface of HUVECs maintained in EGM2 growth media (red histogram), incubated with HBSS (green histogram) or treated with vWF (blue histogram) was analyzed by flow cytometry.

In order to further evaluate the role of adhesion molecules in the regulation of hMSC adhesion to HUVECs treated with vWF ECs were incubated with 10 μg/ml neutralizing antibodies against E-selectin, P-selectin, VCAM1, ICAM1 or isotype-matching control (IgG) for 40 minutes before the adhesion assay (Figure 6). Neutralizing antibodies and isotype-matching control had no effect on hMSC adhesion to HUVECs treated with vWF.

**Figure 6:**
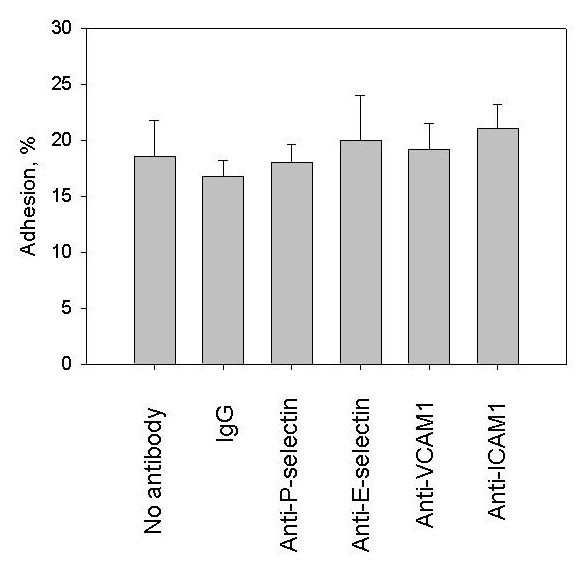
**Treatment of HUVECs with neutralizing antibodies against E-selectin, P-selectin, VCAM1 and ICAM1**. Endothelial cells were treated with 4 μg/ml vWF in HBSS for four hours and exposed to 10 μg/ml matching isotype-control (IgG) or 10 μg/ml neutralizing antibodies against E-selectin, P-selectin, VCAM1 or ICAM1 for 40 minutes before hMSC adhesion assay. Data are shown as mean ± SD of eight independent measurements. Isotype-matching control and neutralizing antibodies against E-selectin, P-selectin, VCAM1 or ICAMP1 had no significant affect on hMSC adhesion to HUVECs treated with vWF (t-test, *P*-value >0.05).

Data of DNA microarrays, flow cytometry and treatment of HUVECs with neutralizing antibodies argue that the stimulation of hMSC adhesion by vWF is not related to cell surface expressions of E-selectin, P-selectin, VCAM1 or ICAM1 in ECs.

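Transcripts of VCAM1 differed more between the groups in replicates 1 and 2 than in replicate 3, and those of E-selectin differed from EGM2 in opposite directions there, which was not tested. In replicates 1 and 2 alone VCAM1 was higher by 3.00 on the log2 scale with vWF (adjusted p = 0.00641 from limma) and by 1.77 in HBSS (adjusted p = 0.0369), both against EGM2. It differed there by 1.22 with vWF against HBSS (adjusted p = 0.249, and 0.0167 when adjusted over the list alone). The single pairs of replicate 3 gave 0.59, 0.43 and 0.15. SELE differed by 3.12 with vWF (adjusted p = 0.0618, and 0.00242 when adjusted over the list alone) and 1.98 in HBSS (adjusted p = 0.197, and 0.0202 over the list alone) against EGM2 in replicates 1 and 2, and its replicate 3 pairs gave -1.78 and -2.08. In replicates 1 and 2 ICAM1 also passed over the list alone, with vWF (adjusted p = 0.0225 from limma) and in HBSS (0.0173) against EGM2. It differed by -0.12 between vWF and HBSS in replicates 1 and 2 and by 0.48 in replicate 3. Of 25 other endothelial adhesion and junction molecules, none was called in any comparison, over all probe sets or over the list alone, in limma with or without the block. Their median log2 fold change was 0.10 for HBSS against EGM2 (adjusted p = 0.158), -0.09 for vWF against HBSS (0.363) and -0.025 for vWF against EGM2 (0.547), the last with a test direction opposite to its median and mean. PECAM1, the CD31 used here to stain HUVECs, had 0.25, -0.30 and -0.046 in these comparisons, CLDN5, a protein of tight junctions, -0.97 with vWF against HBSS, ICAM2 -0.33 and CD34 -0.52. Of 6 measured subunits of vWF receptors, none was called over all probe sets (medians 0.27, -0.14 and 0.064, adjusted p = 0.334, 0.744 and 0.538), and 1 was higher with vWF against EGM2 with the block when adjusted over the list alone. ITGAV, the integrin subunit αV, had 0.15, 0.16 and 0.30, ITGB3 0.10, -0.071 and 0.031, and GP1BA 0.64, -0.12 and 0.53. VWF itself had 0.27, -0.001 and 0.26. The genes MAPK12 (0.20, -0.12 and 0.078), MAPK3 (0.12, 0.091 and 0.21), THY1, TNF and IL1B were not called. Leaving out 1 array turned the sign of the values of single genes from PECAM1 on or moved them by over 1.5 times, apart from those of CLDN5 and of MAPK3 for vWF against EGM2. From the arrays, the surface staining in Figure 5 and the neutralizing antibodies in Figure 6, the paper reasons that the rise in hMSC adhesion after vWF does not rest on surface levels of these 4 molecules.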

### VWF induces the phosphorylation and activation of p38 MAPK and ERK-1,2 in HUVECs

Considering that hMSCs do not directly interact with immobilized vWF and the stimulation of EC adhesiveness for hMSCs is not related to overexpression of adhesion molecules on the endothelial surface, we hypothesized that the effect of vWF on EC adhesiveness is mediated by signal transduction pathways triggered in HUVECs by exposure to vWF.

In order to identify signaling pathways involved in the regulation of EC adhesiveness for hMSCs we studied the activation of protein kinases in HUVECs stimulated with vWF. Analysis of protein phosphorylation using the human phospho-MAPK arrays demonstrated that treatment of HUVECs with 4 μg/ml vWF for 0 to 35 minutes resulted in the phosphorylation of p38α MAPK and p38γ MAPK as well as ERK-1 and ERK-2 (Figure 7a). Phosphorylation of p38 MAPK and ERK-1,2 was verified by Western blot analysis (Figure 7b). Quantification of p38 MAPK and ERK-1,2 phosphorylation in HUVECs treated with 0 to 6 μg/ml vWF for four hours was performed using corresponding cell-based ELISAs. Data in Figure 7c show that vWF stimulated the phosphorylation of p38 MAPK and ERK-1,2 in HUVECs in a dose-dependent manner. After treatment of HUVECs for four hours with 6 μg/ml vWF the level of p38 MAPK phosphorylation was increased 1.8-fold (*P*-value <0.05) in comparison with HUVECs in HBSS (Figure 7c). The increase in the level of ERK-1,2 phosphorylation after treatment of HUVECs with vWF was smaller (1.2-fold) but statistically significant (Figure  6c, P-value <0.05).

**Figure 7:**
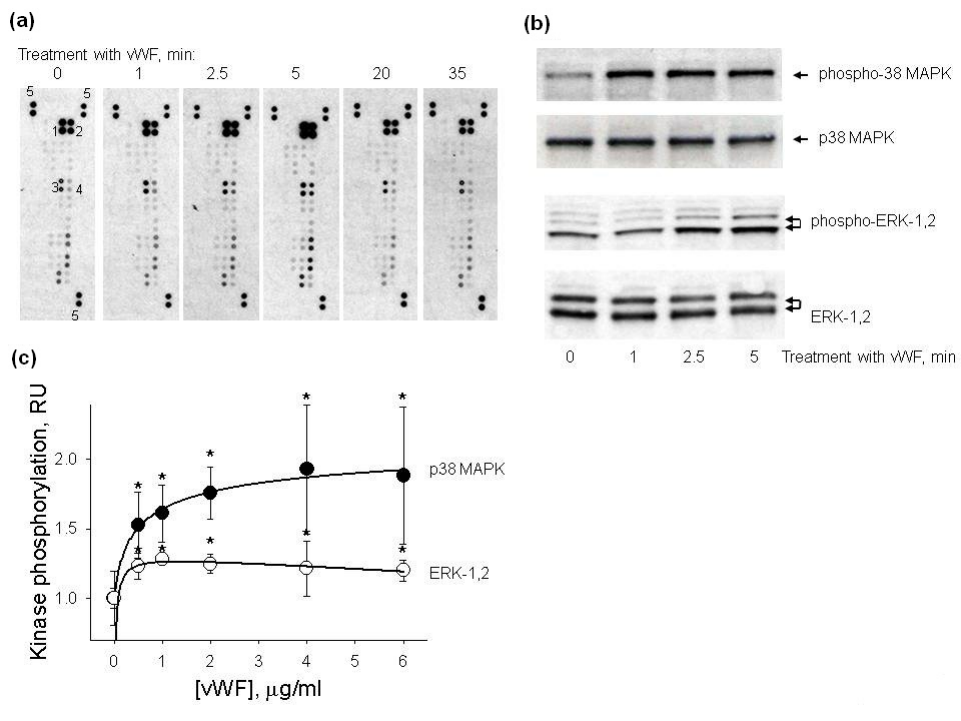
**Phosphorylation of protein kinases in HUVECs treated with vWF**. Protein phosphorylation in HUVECs treated with vWF was analysed using the human phospho-MAPK array, by Western blot and cell-based ELISAs. **(a) **Shows the phosphorylation of eighteen protein kinases in HUVECs treated with 4 μg/ml vWF for 0 to 35 minutes assayed using the human phospho-MAPK array. VWF stimulated the phosphorylation of ERK-2 (spots 1), ERK-1 (spots 2), p38α (spots 3) and p38γ (spots 4). Spots labelled with number 5 are the positive controls used for the normalization of the arrays. **(b) **Shows Western blots of total p38 MAPK and ERK-1,2 and phosphorylated p38 MAPK and ERK-1,2 from lysates of HUVECs treated with 4 μg/ml vWF for 0-5 min. **(c) **Shows the dose-response curves of p38 MAPK (black circle) and ERK-1,2 (white circle) phosphorylation in HUVECs treated with 0 to 6 μg/ml vWF for four hours measured using the cell-based ELISAs. Data are shown as mean ± SD of four independent measurements. Asterisks mark statistically significant changes in comparison with none treated HUVECs (t-test, *P*-value <0.05).

Next, we tested whether the phosphorylation of p38 MAPK and ERK-1,2 in HUVECs treated with vWF stimulates their enzymatic activities. HUVECs were treated with 0 to 6 μg/ml vWF for four hours, phosphorylated forms of p38 MAPK and ERK-1,2 were immunoprecipitated from cell lysates and used to assay their enzymatic activities. Activity of p38 MAPK was measured using recombinant ATF-2 protein. Recombinant Elk-1 protein was employed to test the activity of ERK-1,2. Representative Western blots of phospho-ATF-2 and phospho-Elk-1 are shown in Figure 8a. Densitometric analysis of ATF-2 and Elk-1 phosphorylation is shown in Figure 8b. Enzymatic activities of p38 MAPK and ERK-1,2 were stimulated by vWF in a dose-dependent manner. After the four-hour exposure to 4 μg/ml vWF enzymatic activities of both p38 and ERK-1,2 were increased 2.4-fold (*P*-value <0.05).

**Figure 8:**
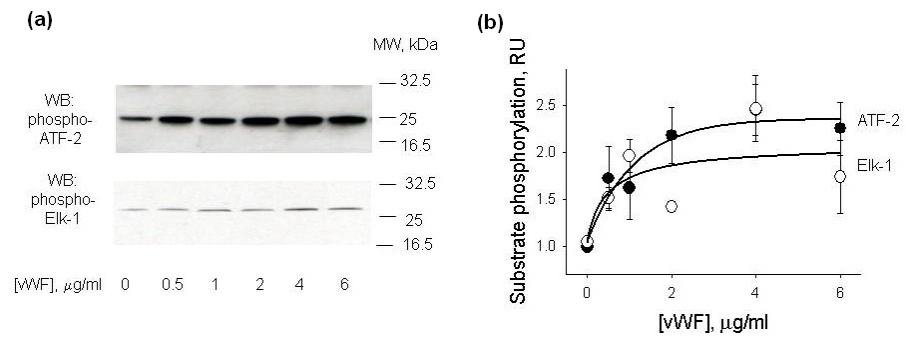
**ERK-1,2 and p38 MAPK activity assays in lysates of HUVECs treated with vWF**. HUVECs were treated with 0 to 6 μg/ml vWF for four hours. Phosphorylated p38 MAPK and ERK-1,2 were immunoprecipitated from HUVEC lysates and their enzymatic activities were analyzed using their specific substrates, ATF-2 and Elk-1, respectively. **(a) **Shows representative Western blots of phospho-ATF-2 and phospho-Elk-1. **(b) **Shows the results of densitometric analysis of Western blots of phosphorylated ATF-2 (black circle) and Elk-1 (white circle). Data are shown as mean ± SD of three independent experiments.

Analysis of signal transduction pathways activated in response to treatment of ECs with vWF revealed that vWF stimulates the phosphorylation and activation of p38 MAPK and ERK-1,2 in HUVECs.

### P38 MAPK regulates adhesion of hMSCs to HUVECs activated with vWF

In order to investigate the role of p38 MAPK and ERK-1,2 in the regulation of EC adhesiveness for hMSCs we studied the effects of selective inhibitors of p38 MAPK (SB203580) and ERK-1,2 (PD98059 and U0126) on hMSC adhesion to HUVECs treated with 4 μg/ml vWF for four hours.

Inhibitors of ERK-1,2 (PD98059 and U0126, 10 μM) showed a small stimulation of hMSC adhesion (approximately 1.2-fold, *P*-value <0.05) to HUVECs maintained in HBSS and had no effect on hMSC adhesion to HUVECs treated with vWF (Figure 9a). Effect of SB203580 on hMSC adhesion to HUVECs in HBSS was not statistically significant. SB203580, but not its inactive analog SB202474, at 10 μM reduced vWF-induced stimulation of hMSC adhesion to HUVECs by 70% (Figure  9a, P-value <0.05). Data in Figure 9b show that SB203580 inhibited the stimulation of the hMSC adhesion by vWF in a dose-dependent manner (Figure 9b). At 10 to 20 μM SB203580 completely eliminated vWF-induced stimulation of hMSC adhesion to HUVECs (Figure 9b).

**Figure 9:**
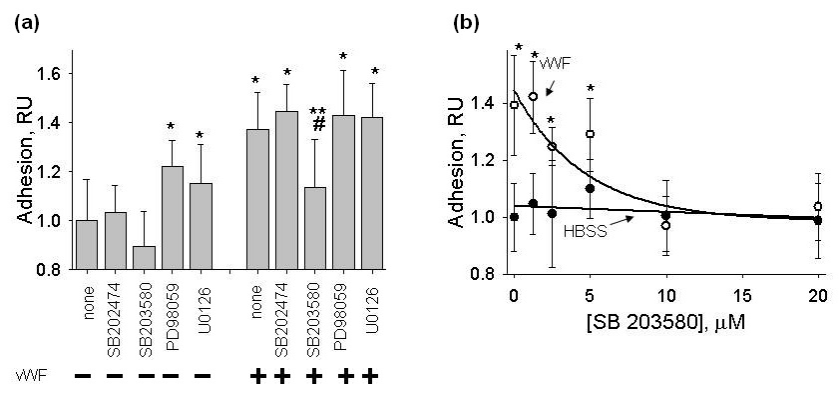
**Effects of p38 MAPK and ERK-1,2 inhibitors on hMSC adhesion to HUVECs treated with vWF**. HUVECs were pre-incubated with p38 MAPK inhibitor SB203580 (10 μM), its inactive analog SB202474 (10 μM) or the inhibitors of ERK-1,2 phosphorylation, PD98059 (10 μM) or U0126 (10 μM), for 45 minutes and treated with 4 μg/ml vWF for four hours in the presence of the protein kinase inhibitors. **(a) **Shows the effects of the protein kinase inhibitors on hMSC adhesion to HUVECs treated with and without vWF. Data are shown as mean ± SD of eight independent measurements. Single asterisks mark statistically significant changes in hMSC adhesion in comparison with HUVECs not treated with vWF (t-test, *P*-value <0.05). Treatment of HUVECs with vWF in the presence of SB203580 resulted in the inhibition of hMSC adhesion in comparison with hMSC adhesion to HUVECs treated with vWF alone (double asterisks, t-test, *P*-value <0.05) or in comparison with hMSC adhesion to HUVECs treated with vWF in the presence of SB202474 (pound key, t-test, *P*-value <0.05). **(b) **Shows the dose-dependent effect of SB203580 (0 to 20 μM) on hMSC adhesion to HUVECs treated with (white circle) and without (black circle) vWF. Data are shown as mean ± SD of eight independent measurements. Asterisks mark data point with statistically significant difference from HUVECs maintained in HBSS.

Visual examination under the microscope showed that the monolayer of HUVECs remains intact at all experimental conditions described above. Cellular DNA content per well was measured to confirm that protein kinase inhibitors and vWF do not affect an endothelial monolayer. Data in Figure 10 show that the same number of cells remains in each well after exposure of HUVECs to protein kinase inhibitors in the absence and presence of vWF.

**Figure 10:**
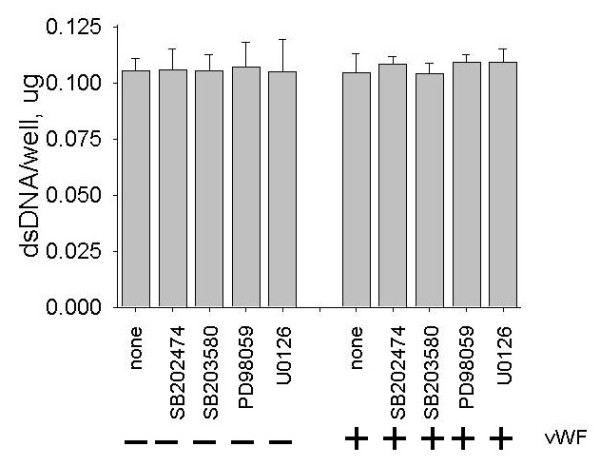
**Effects of protein kinase inhibitors and vWF on a number of endothelial cells in adhesion wells**. HUVECs were pre-incubated with p38 MAPK inhibitor SB203580 (10 μM), its inactive analog SB202474 (10 μM) or the inhibitors of ERK-1,2 phosphorylation, PD98059 (10 μM) or U0126 (10 μM), for 45 minutes and treated with 4 μg/ml vWF for four hours in the presence of the protein kinase inhibitors. The mock adhesion assay was conducted without addition of hMSCs. The number of cells in the wells was assayed using Quanti-iT PicoGreen dsDNA reagent as described in the Materials and Methods. Data are shown as mean ± SD of eight independent measurements. Treatment of HUVECs with protein kinase inhibitors and vWF had no significant effect on a number of endothelial cells in adhesion wells (t-test, *P*-value >0.05).

Data with the inhibitors of protein kinases strongly suggest that the activation of p38 MAPK by vWF in ECs is involved in the regulation of the hMSC adhesion.

## Discussion

Exposure of ECs to inflammatory and other stress factors is a powerful stimulator of cell adhesion. In response to stress, ECs release vWF that binds to EC surface or an extracellular matrix. Interaction of platelets with immobilized vWF triggers signal transduction pathways mediated by GPIb-V-IX complex [8], α_IIb_β_3 _and α_v_β_3 _integrins [10] and leads to platelet adhesion and aggregation [8,10]. In contrast to platelets, the adhesion of leukocytes is mainly regulated by the expression of adhesion molecules on the surface of ECs as the result of *de novo *protein synthesis [9].

MSCs respond poorly to the activation of ECs with inflammatory factors (tumor necrosis factor (TNF)-α or interleukin (IL)-1β) and their adhesion does not correlate with the expression of adhesion molecules on the endothelial surface [6]. At the same time, TNF-α and IL-1β stimulate hMSC adhesion to ECs in the presence of inhibitors of RNA or protein synthesis [6]. The MSC adhesion is also significantly potentiated by other pro-apoptotic agents, like staurosporine, wortmannin and okadaic acid, suggesting that endothelial distress and apoptosis may play a crucial role in the regulation of MSC adhesion to ECs [6]. Adhesion of MSCs to distressed/apoptotic ECs correlates with the secretion of vWF by ECs indicating that vWF may be involved in the regulation of the MSC adhesion [6].

Treatment of ECs with exogenous vWF potentiated the adhesion of MSCs. The presence of vWF in the media during the adhesion assay was not required for the stimulation of the MSC adhesion. It was conceivable that vWF binds to an extracellular matrix or to the surface of endothelial cells, stimulates MSCs and promotes the MSC adhesion. However, the immobilization of vWF on collagen I inhibited MSC adhesion to collagen I coated plates suggesting that MSCs and vWF compete for the binding to collagen I. Flow cytometric analysis revealed the lack of the cell surface expression of α_V_β_3 _integrin and GPIbα, the receptors for vWF, on MSCs. Collectively, these results suggest that vWF does not stimulate MSC adhesiveness, presumably, due to the absence of direct interaction of MSCs with immobilized vWF.

Since MSCs do not adhere to immobilized vWF, we hypothesized that vWF stimulates the MSC adhesion via an activation of ECs. The known mechanism of EC activation assumes the stimulation of *de novo *synthesis and the expression of the adhesion molecules on the endothelial surface. Experiments with ECs treated with vWF showed that vWF affects gene expression in ECs. However, in contrast to the activation of ECs with inflammatory factors, treatment of ECs with vWF did not stimulate gene expression of E-selectin, P-selectin, ICAM1 or VCAM1 and did not upregulate the expression of E-selectin, P-selectin, ICAM1 or VCAM1 on the surface of ECs. These results suggest that the mechanism of EC activation by vWF is different from that described for the activation of ECs with inflammatory factors.

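With the block, 118 probe sets were higher both in HBSS alone and in HBSS with vWF, of 166 and 173 called against EGM2, and 47 were lower in both, of 121 and 77. Independent lists of these sizes would share 0.526 and 0.171, which takes no account of the shared controls. In 100 simulations of unchanged groups that share 3 control arrays no probe set was called in both. Unchanged groups leave few or no calls to share, so that result does not measure the effect of shared controls. In the same simulations lists of lowest p of the same sizes shared 32.6 and 16.3 on average, at most 45 and 24. TGFB2, TXNIP and CREBRF are among the shared rises, and ADAMTS1, RGS4 and HMGA2 among the shared falls. All 166 and 121 called in HBSS had the same sign with vWF, against 90.5% and 91.5% in the simulated lists. Across the 19775 genes, which are not independent replicates, the log2 fold changes had r = 0.567 (0.408 to 0.713 with 1 array left out, at its lowest under the simulated value) and a Spearman rho of 0.573 (covariance 0.2453). Simulated unchanged groups with shared control arrays gave r = 0.5 on average over 100 draws, at most 0.518 (covariance 0.3741, or 0.1814 with the spread of the blocked fit). With 3 control arrays, no split gives each comparison controls of its own with a spread, so part of the likeness cannot be told apart from the shared controls. Over the 12117 genes with a mean signal of at least 100, r was 0.728 (rho 0.725, simulated 0.5). The covariance there was 0.136, against a simulated 0.1595, or 0.044 with the spread of the blocked fit.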

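Genes that inflammatory factors induce through NF-κB were not called with vWF against HBSS. Of 29 measured, 5 had a positive and 24 a negative log2 fold change and none passed, over all probe sets or over the list alone (median -0.21, camera adjusted p = 0.574). In the pair of replicate 3 the median of the list was 0.127. PTGS2, the inducible cyclooxygenase, had 1.04, NFKBIE -0.33 and NFKB1 -0.16. PTGS2 was at 0.021 in the pair of replicate 3, and leaving out 1 array gave 0.668 to 1.741, -0.618 to -0.12 and -0.368 to 0.104 for these genes. For vWF against EGM2 the median was 0.24 (adjusted p = 0.126), none passed, and the median was -0.155 in the pair of replicate 3. The NF-κB subunits RELB and NFKB2 were at 0.97 and 0.61. Without vWF replicate 3 these were 0.313 and 0.098. The other probe sets of ICAM1 had log2 fold changes of -0.089 and 0.038 for vWF against HBSS, and of 1.08 and 0.86 for vWF against EGM2. ERK pathway output genes, such as SPRY4 (-0.50, and -0.934 to -0.22 with 1 array left out) and SPRED2 (-0.65, and -0.795 to -0.432), which restrain ERK, had a median of -0.079 with vWF against HBSS (adjusted p = 0.891, with a mean of 0.041), and 1 of 20 was higher when adjusted over the list alone with the block. Against EGM2 their median was -0.43 with vWF (adjusted p = 0.126; EPHA2 0.61 higher and FOSL1 lower with the block; 2 higher and 7 lower over the list alone) and -0.37 in HBSS (adjusted p = 0.152; EPHA2 0.83 higher, FOSL1 and ETV5 lower; 2 higher and 5 lower over the list alone).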

Considering that the activation of ECs with vWF did not rely on the expression of the adhesion molecules we hypothesized that the mechanism of ECs activation is similar to that described for the activation of platelets. It is known that platelet adhesiveness is mediated by binding of vWF with the surface of platelets and activation of signal transduction pathways. The binding of vWF with platelets is largely depend on its interaction with GPIb-V-IX complex [8], α_IIb_β_3 _and α_v_β_3 _integrins [10] and lead to the activation of mitogen-activated protein kinases [8,10] including the activation of ERK-1,2 and p38 MAPK [11,12]. The activation of p38 MAPK in platelets may play a decisive role in the regulation of platelet adhesion and aggregation by vWF [11,12]. Analysis of protein kinase phosphorylation in ECs revealed that treatment with vWF resulted in the phosphorylation and activation of p38 MAPK and ERK-1,2. The inhibition of p38 MAPK, but not ERK-1,2, completely abrogated the stimulatory effect of vWF on EC adhesiveness for MSCs. Thus, studies of signal transduction pathways triggered by vWF in ECs showed that vWF activates ECs via a mechanism similar to that described for the stimulation of platelets. Inhibition of vWF-dependent stimulation of the MSC adhesion by selective inhibitor of p38 MAPK suggested that p38 MAPK plays a crucial role in the modulation of EC adhesiveness for MSCs by vWF.

## Conclusions

VWF is an autocrine/paracrine effector of signal transduction and gene expression in ECs that regulates EC adhesiveness for MSCs via activation of p38 MAPK in ECs.

## Abbreviations

ECs: endothelial cells; HBSS: Hank's balanced salt solution; hMSCs: human mesenchymal stem cells; HUVECs: human umbilical vein endothelial cells; MAPK: mitogen-activated protein kinase; MSCs: mesenchymal stem cells; vWF: von Willebrand factor.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

IAP carried out the experiments and conceived of the study. IAS participated in the interpretation of experimental results, the design of the study and writing of the manuscript. SVD carried out the experiments, conceived of the study and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Excel file**. List of Affymetrix probe sets with expression values changed more than two-fold (t-test, *P*-value < = 0.05) for HUVECs treated with vWF (4 μg/ml vWF, four hours) vs. HUVECs maintained in HBSS (four hours). 

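The table held here has 156 entries, 1 fewer than the count in the text, and gives for each probe set the group averages, the log2 of their ratio and a p-value. The averages of all 156 equal the arithmetic means of the deposited signals within 0.1%, and all p-values equal, within 1%, those of the methods' t-test with unequal variances on linear signals. Of the 156, 87 are higher with vWF and 69 lower. The lowest of the higher averages is 50.2, and 93 lie under 100. Among the rises, named by a rule written after the table's values had been seen, are ZNF143-AS1, an antisense transcript, at 14.8 ± 4.88 in HBSS and 89.7 ± 1.49 with vWF, CCDC134, a secreted protein that can inhibit MAP kinase signalling, at 15 ± 2.76 and 88.1 ± 17.8, and the lipid flippase ATP10B at 14.7 ± 9.49 and 72.1 ± 24.8 (SD, n = 3 each). The falls named in this way are CARINH (55.1 ± 19.3 to 9.12 ± 10.8), LINC01555 (51.2 ± 19.3 to 9.71 ± 10.1) and the pseudogene DNM1P35 (52.5 ± 17.8 to 9.72 ± 8.55; SD, n = 3 each). The lower mean of each lies under the medians of the arrays, as does the higher mean of each named fall, so no exact fold changes are given. In limma all 6 had an adjusted p of 1, and of 0.88 with the block.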

Click here for file

Additional file 2 **Excel file**. List of Affymetrix probe sets with expression values changed more than two-fold (t-test, *P*-value < = 0.05) for HUVECs treated with vWF (4 μg/ml vWF, four hours) vs. HUVECs maintained in EGM2 growth media. 

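The table held here has 566 entries, 1 fewer than the count in the text, with 345 probe sets higher with vWF than in EGM2 and 221 lower. Its averages and p-values match the deposited signals in the same way as those of Additional file 1, for all 566. The lowest of the higher averages is 5.3, and 305 lie under 100. Of 565 tested in limma, 82 were called with the block. FOS is among the named rises, at 17.2 ± 9.52 in EGM2 and 285 ± 24.4 with vWF (SD, n = 3 each). The others are the antisense transcript KCNJ2-AS1, at 1.95 ± 1.26 and 58.7 ± 18.3, and LINC02223, at 2.79 ± 1.96 and 32 ± 10.5 (SD, n = 3 each). Of these, only KCNJ2-AS1 was called by limma with the block (adjusted p = 0.0281), and LINC02223 had 0.152. The named falls are ZNF366, a zinc finger protein of dendritic cells, at 166 ± 29 and 13.1 ± 5.78, the actin-severing protein SCIN, at 24.1 ± 8.18 and 2.29 ± 1, and the hyaluronan synthase HAS2, at 32.1 ± 8.13 and 3.44 ± 2.41 (SD, n = 3 each). Their adjusted p-values were 0.199, 0.22 and 0.171 from limma with the block. The lower mean of each of these 6 genes lies under the medians of the arrays, and exact fold changes are not given. For KCNJ2-AS1, LINC02223, SCIN and HAS2 the higher mean lies under them too.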

Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

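Gene expression in HUVECs was measured on 12 Affymetrix Human Genome U133 Plus 2.0 arrays. Of these, 9 form 3 groups of 3 replicates: cells in EGM2 growth medium, cells in HBSS for 4 h, and cells with 4 μg/ml vWF in HBSS for 4 h. The other 3 are single arrays of cells in EGM2 with 10 ng/ml IL1-beta, 5 μg/ml actinomycin D, or both, for 4 h, and are used only after the article's text. The authors turned the probe intensities of the arrays into signals with the affy package of Bioconductor using MAS 5.0, as their methods state. The values used are these signals on a linear scale. On every array their mean, with 2% left out at each end, is 500. No detection calls were used. All columns of values were used, and no 2 arrays hold identical values.

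Gene symbols come from the annotation of the array and were updated through Entrez gene identifiers. Of the tested probe sets, 1801 carry several symbols and 11721 none, and these are counted and not named. Signals were analysed as log2 without an offset, a filter or further normalization. limma 3.58.1 in R 4.3.3 (lmFit, contrasts of the 3 groups, eBayes with a trend) gave log2 fold changes, standard errors, 95% intervals and two-sided p-values, adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. Counts at the study's thresholds use limma's unadjusted p of at most 0.05 and more than 2-fold, and the forms of the methods' t-test are alternatives. Single genes of the adhesion list were also compared by exact permutation tests. Gene lists were tested with camera over 31 lists, 25 of pathways and adhesion molecules and 6 of markers of other cell types, with 1 probe set per gene. camera with a correlation estimated for each list, and fry, were run as alternatives. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

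The replicate numbers were tested as pairs through the deviations of log2 signals from their group means. Pairs of arrays with the same number had correlations from 0.194 to 0.543 in all 9 cases, so the number was used as a block in a second fit. The correlations of number 3 were 0.502 to 0.543, those of numbers 1 and 2 with themselves 0.194 to 0.26, and those between numbers 1 and 2 from 0.195 to 0.236. Between number 3 and the others they were -0.364 to -0.304. Numbers 1 and 2 thus correlated about as much with each other as with themselves. The blocked calls may therefore rest on the difference between replicate 3 and the others rather than on pairing by number. The fits were tested on simulated data with the spread of these arrays and 100 changed probe sets per size of change. Without the block, 2% were recovered at a log2 change of 1 and 35% at 2, and with the block 26% and 69%, with median estimates of 0.973 and 2.01. These recoveries are for HBSS against EGM2. Among unchanged probe sets for vWF against HBSS, no false calls were made without the block and 0.00735% with it. False calls were not counted in the comparisons with EGM2, so this rate does not cover the blocked calls there. The number of arrays limits the precision.

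Genes are named by a rule. It takes the genes the paper names; in each comparison the 8 largest rises and the 8 largest falls among called genes whose 3 values in 1 group all exceed the 3 of the other, with a higher group mean of at least 100; or, where fewer than 5 qualify, the 5 of lowest p in that direction. It adds up to 4 members of each gene list, lowest p first, and any member that passed, and EGR1, FOS and the first 3 named genes in each direction of Additional files 1 and 2, whose values had been seen. For the single arrays it takes members of the NF-κB, adhesion and immediate early lists and the 8 largest rises and falls. The fit without the block called nothing, so the rule was also applied to the blocked fit, with the same sign in all 3 replicate pairs in place of groups that do not overlap. That step was decided after the fits were seen. The genes XIST and TSIX and those on the Y chromosome were left out of the named genes and tables. The single arrays were compared with the 3 EGM2 arrays in a limma fit of 12 arrays, in which a single array is assumed to vary like the replicated groups. Their list medians were set against 10000 random lists of equal size and similar signal.

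Alternatives were quantile normalization, median centring, log2(value + 16), minimum mean signals of 50 and 100, limma without the trend, the 6 arrays of a comparison alone, the replicate block, 1 probe set or the mean of probe sets per gene, the forms of the methods' t-test, and leaving out each of the 9 arrays in turn. Further ones were added after the values were seen: the 2 runs of arrays as a block, replicates 1 and 2 alone, the block with a minimum signal or with an estimated correlation, differences to EGM2 replicate 3 alone, and minimum group means with the methods' t-test. The flow cytometry, adhesion, kinase array and blot data of the paper were not analysed here.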

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

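The comparisons with EGM2 replicate 3 alone and the fits with the run of arrays as a block were chosen after the results were seen. The article's text does not report on the 3 single arrays, and each result here is a difference of 1 array to the 3 EGM2 arrays, in a limma fit that assumes it to vary like the replicated groups.

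With IL1-beta, an inflammatory cytokine, 17 probe sets were called, 12 higher and 5 lower (2326 at an unadjusted p under 0.05), and after quantile normalization 25 higher and 21 lower. The count was 1, 1 and 67 without EGM2 replicate 1, 2 or 3, and 0 with median centring. The 4 leukocyte adhesion molecules had a median log2 difference of 5.71, above all 10000 random lists of similar signal, and 4.45 against EGM2 replicate 3 alone, which belongs to the same run of arrays. SELE was higher by 7.65 (signal 57110, adjusted p = 0.167, and 0.0643 with the runs as a block), VCAM1 by 6.73 (26050, adjusted p = 0.0805, and 0.00384) and ICAM1 by 4.68 (22080, adjusted p = 0.128, and 0.00187), all from limma. Against EGM2 replicate 3 alone these differences were 5.08, 4.93 and 3.96, and SELP differed by 0.72 from the 3 EGM2 arrays. The 29 NF-κB response genes had a median of 3.89, also above all random lists, 3.42 against EGM2 replicate 3, and 5 of them were called. CXCL3 (7.64, adjusted p = 0.0189), CXCL1 (5.55, 0.0169), CXCL8 (5.07, 0.0274), TNFAIP2 (5.59, 0.0274) and IL6 (5.02, 0.0254), which encode chemokines, an NF-κB target and a cytokine, were called. CCL20 had a signal of 18480 on this array and of 1.197, 4.464 and 58.86 in EGM2, each under the median of its array, so no exact difference is given (adjusted p = 0.143).

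With actinomycin D, which blocks transcription, 916 probe sets were called, 1 higher and 915 lower (4863 at an unadjusted p under 0.05), and 507 or 530 without EGM2 replicate 1 or 2. Higher and lower were 66 and 1259 without EGM2 replicate 3, 328 and 2431 with the runs as a block, 56 and 806 with an offset of 16, and 0 and 213 with median centring. With IL1-beta and actinomycin D together 574 were called, 2 higher and 572 lower (3706 at an unadjusted p under 0.05), and 293 or 316 without EGM2 replicate 1 or 2. Here they were 28 and 807, 488 and 1816, 7 and 483, and 0 and 65 in the same order.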

How the results depend on the processing

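The block by run, replicates 1 and 2 alone, the block combined with a minimum signal of 100 or with an estimated correlation, and the methods' t-test with minimum group means were chosen after the values were seen. Values are given in the order HBSS against EGM2, vWF against HBSS, vWF against EGM2. The cause of a change between settings was not tested, also where the number of arrays or genes was reduced. Quantile normalization, median centring, an offset of 16, no trend, a minimum signal of 50, 1 probe set per gene and the 6 arrays of a comparison alone left the counts called by limma at 0, as did leaving out each array in turn (0 to 0). A minimum signal of 100 gave 2 for vWF against EGM2. Signal over background limits dim probe sets, whose MAS 5.0 values vary most, and no detection calls were used. Of the changes tested in named genes, 693 under the alternatives set in advance were the same, 62 passed only under the alternative and 1 changed sign. With 1 array left out these were 752, 0 and 4, and in fits added later 62, 189 and 1. These counts do not cover every named gene: for vWF against HBSS, GNG11 and NFKB1 also changed sign with 1 array left out. Of the results for called lists, 108 were the same and 27 lost their call under the alternatives set in advance, 220 and 23 with 1 array left out, and 51 and 30 in those added later.

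With the replicate block 287, 0 and 250 probe sets were called, and the calls of 2, 1 and 2 further gene lists and the loss of the immediate early list for vWF against HBSS also came with it. With the run block 769 and 659 were called for the comparisons with EGM2, with replicates 1 and 2 alone (fewer arrays of 1 run) 904, 11 and 846, and with the replicate block over signals of at least 100 (fewer probe sets) 636 and 506.

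At the study's thresholds, 2520, 1626 and 2344 probe sets passed with the replicate block, 2574, 1693 and 2385 with the run block, and 2357, 2039 and 2301 in replicates 1 and 2. Quantile normalization gave 998 for vWF against HBSS, and a higher group mean of at least 50 gave 263 there. Median centring and limma without the trend, both set for the counts by adjusted p, gave 1016 and 898 for the same comparison. The methods' t-test with unequal variances gave 654 and 614 on log2 and 621 and 566 on linear values for the comparisons with EGM2. After Benjamini-Hochberg adjustment the methods' t-test gave 0 in every form and comparison but 1, which was 1 for vWF against HBSS with equal variances on linear values. With unequal variances on linear values and minimum group means of 50, 100 and 200 it gave 442, 321 and 248 for HBSS against EGM2, 156, 63 and 20 for vWF against HBSS, and 372, 261 and 193 for vWF against EGM2. Leaving out 1 array gave 967 to 1569, 402 to 1233 and 901 to 1647. The count for vWF against HBSS was 1002 without HBSS replicate 3 and 1233 without vWF replicate 3, and for vWF against EGM2 it was 1647 without vWF replicate 3.

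The log2 fold change of VCAM1 passed the threshold in replicates 1 and 2 for HBSS and for vWF against EGM2 (1.77 and 3.00) and with the run block for vWF against EGM2 (2.19). The sign of SELP turned for HBSS against EGM2 with median centring (-0.016) and that of ICAM1 for vWF against HBSS in replicates 1 and 2 (-0.12) and with another of its probe sets (-0.089). The sign of ELK1 turned for vWF against HBSS with median centring (0.015) and in replicates 1 and 2 (0.03). With 1 array left out, SELE lay between -0.66 and 1.91, 0.67 and 1.21, and 0.21 and 2.77, SELP between -0.24 and 0.30, -0.52 and 0.12, and -0.50 and 0.15, ICAM1 between 0.57 and 1.37, -0.53 and 0.49, and 0.47 and 1.44, and VCAM1 between 0.59 and 2.22, 0.61 and 1.32, and 1.46 and 3.09. ATF2 for vWF against HBSS lay between -0.17 and 1.00 and ELK1 between -0.10 and 0.014, turning without HBSS replicate 1 (0.014) or 3 (0.013). SELE turned for HBSS against EGM2 without EGM2 replicate 2. SELP turned there without EGM2 replicate 1 (-0.044) or 2 (-0.19) or HBSS replicate 3 (-0.24), for vWF against HBSS without HBSS replicate 3 (0.12) or vWF replicate 1 (0.006) or 2 (0.071), and for vWF against EGM2 without EGM2 replicate 3 (0.15) or vWF replicate 1 (0.027) or 2 (0.093). For vWF against HBSS, ICAM1 turned without HBSS replicate 1 (-0.089) or 2 (-0.16) or vWF replicate 3 (-0.53), and ATF2 without HBSS replicate 3 (-0.17) or vWF replicate 2 (-0.016).

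Of the 11, 4 and 12 lists called, camera with an estimated correlation called 4, 1 and 3, and with the block and an estimated correlation 0, 0 and 0. fry called 4, 1 and 3 in 1 direction and 6, 0 and 7 in mixed directions, and replicates 1 and 2 gave 7 for vWF against HBSS. Leaving out 1 array gave 10 to 13, 3 to 6 and 11 to 14.

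For the IL1-beta array the count was 46 after quantile normalization, 28 with the offset, 0 with median centring (2081 at an unadjusted p under 0.05), 8 with the mean over probe sets (fewer tests), 288 with the run block, and 1, 1 and 67 without EGM2 replicate 1, 2 or 3. For actinomycin D it was 213 with median centring, 390 with the mean over probe sets, 2759 with the run block and 507 to 1325 without 1 EGM2 array (507 without replicate 1, 530 without 2). For both together it was 65, 265, 2304 and 293 to 835 (293 without replicate 1, 316 without 2). The correlation of the changes in HBSS and in vWF was 0.728 over signals of at least 100, and 0.408 to 0.713 with 1 array left out (0.673 without EGM2 replicate 2, 0.713 without EGM2 replicate 3, 0.408 without vWF replicate 3).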

Differences from the paper's values

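For HBSS against EGM2 the paper's count at more than 2-fold and a P-value of at most 0.05 is 340, and 1134 probe sets passed these thresholds in limma. For vWF against HBSS the paper's count is 157 and 521 passed, and for vWF against EGM2 it is 567 and 1021 passed. The paper's text counts genes, its Additional files list probe sets, and the counts here are of probe sets. For the first 2 comparisons, of the alternatives set before the data were examined, 1 probe set per gene (346 and 157) and, for vWF against HBSS, a minimum mean signal of 50 (149) come within 1.5 times of the paper's value, both set for the counts by adjusted p. None of those set for these counts, quantile normalization, the replicate block, a higher group mean of at least 50, the forms of the methods' t-test with and without adjustment and leaving out each array, does.

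For vWF against EGM2 a higher group mean of at least 50 (752), the methods' t-test with equal variances on linear values (816) and with unequal variances on log2 (614) and on linear values (566) come within 1.5 times, as do 3 set for the counts by adjusted p, minimum mean signals of 50 (606) and 100 (481) and an offset of 16 (805), and the others do not. The count with unequal variances on linear values equals the number of entries in the Additional file 2 held here. With this t-test and a higher group mean of at least 50, chosen after seeing the values, 442 and 156 probe sets passed in the first 2 comparisons, both within 1.5 times of the paper's counts. For vWF against HBSS these 156, with 87 higher and 69 lower, match the entries of Additional file 1 in number and direction. This minimum drops 0 of the 156 entries of Additional file 1 and 194 of the 566 of Additional file 2. The Additional file 1 held here thus matches this t-test with the minimum, and Additional file 2 matches it without one. The same minimum signal therefore does not underlie both files, and the paper's text states none. Minima of 100 and 200 were tried at the same time. They gave 321 and 248 for HBSS against EGM2, both within 1.5 times, and 63 and 20 for vWF against HBSS, and drop 93 and 136 entries of Additional file 1 and 305 and 373 of Additional file 2. At the study's thresholds a minimum mean signal of 50 gave 679, 149 and 606, a minimum of 100 gave 537, 70 and 481, and 1 probe set per gene gave 346, 157 and 267. The replicate block over mean signals of at least 100, chosen after seeing the values, gave 795 for vWF against EGM2, also within 1.5 times, and drops 350 of the 566 entries of Additional file 2. A count near the paper's does not mean the same probe sets: of the 156 entries of Additional file 1, the minimum signal of 50 drops 100 and 1 probe set per gene keeps 33, and of the 566 of Additional file 2 the minima of 50 and 100 drop 318 and 362 and the offset 257. Without any of these, 72 and 218 entries do not pass in limma.

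The paper's text gives E-selectin, P-selectin, VCAM1 and ICAM1 as unaffected by serum starvation or vWF. In limma over all probe sets none of the 4 was called in any comparison, at an adjusted p of 1. As a group they were called for vWF against EGM2 (median log2 fold change 1.29, camera adjusted p = 0.00889, and 0.269 with an estimated correlation), with a median from 0.687 to 2.107 when 1 array is left out. When adjusted over the list alone VCAM1 passed for vWF against EGM2 (2.19, adjusted p = 0.0346 from limma), and in replicates 1 and 2 alone, a choice made after seeing the values, it was called over all probe sets for HBSS and for vWF against EGM2 (1.77 and 3.00), where SELE (adjusted p = 0.0202 and 0.00242) and ICAM1 (0.0173 and 0.0225) passed over the list alone, as it was with the run of arrays as a block for vWF against EGM2 (adjusted p = 0.0407). With the replicate block and adjusted over the list alone, VCAM1 and ICAM1 passed for HBSS (adjusted p = 0.0238 and 0.00924) and for vWF (0.00208 and 0.00283), both against EGM2, and SELE and SELP did not. For vWF against HBSS none of the 4 passed in the 3 replicates, over all probe sets or over the list alone, and VCAM1 passed over the list alone in replicates 1 and 2 (1.22, adjusted p = 0.0167 from limma).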

Other observations

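The tests on the runs of arrays, on the label of the HBSS array of replicate 3, on immediate early genes raised in that culture and on the cell cycle genes were chosen only after the result was seen, and the test of a higher baseline of immediate early genes and the other splits of the arrays before. Several gene lists showed no call in any comparison, in the order HBSS against EGM2, vWF against HBSS, vWF against EGM2. Amino acid response genes, which ATF4 induces, had medians of 0.055, 0.034 and 0.052 (adjusted p = 0.396, 0.645 and 0.149). Hypoxia and glycolysis genes had -0.17, 0.01 and -0.18 (0.27, 0.946 and 0.237), glucocorticoid-induced genes -0.012, -0.002 and -0.15 (0.842, 0.891 and 0.903), VEGF response genes -0.032, -0.082 and -0.05 (0.569, 0.226 and 0.976) and NRF2 target genes -0.16, -0.14 and -0.18 (0.398, 0.478 and 0.126). For glucocorticoid-induced genes the mean in HBSS against EGM2 and the test for vWF against HBSS had a sign other than the median, and for VEGF response genes the tests of HBSS and of vWF against EGM2 and the mean for HBSS did. With the replicate block, 2 higher and 0 lower of 24 amino acid response genes, 1 and 0 of 19 hypoxia genes and 2 and 0 of 18 VEGF response genes passed for HBSS against EGM2. For vWF against EGM2, 2 higher and 1 lower of the amino acid response genes passed with this block.

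Other lists were called in 1 or 2 comparisons only, and of these the unfolded protein response and endothelial identity genes only with the replicate block. For HBSS against EGM2, TGF-β and BMP response genes had a median of 0.10 with a test in the other direction (adjusted p = 0.883), type I interferon genes 0.048 (0.329) and unfolded protein response genes 0.031, with a mean and a test of the other sign (0.861). Between vWF and HBSS, FOXO targets had 0.02, with a mean and a test of the other sign (0.919), autophagy genes -0.087 (0.363), p53 targets -0.06 (0.694), heat shock genes -0.047 (0.694), cholesterol synthesis genes 0.08 (0.226), ribosome biogenesis genes 0.11 (0.226), genes of the respiratory chain -0.069 (0.226), actin and SRF targets 0.09 (0.363) and endothelial identity genes -0.044, with a mean and a test of the other sign (0.891). For vWF against EGM2, cell cycle genes had -0.10 (0.332) and interferon genes -0.15 (0.538). Among markers of other cell types the adjusted p lay between 0.291 and 0.861, 0.432 and 0.919, and 0.366 and 0.787. Their medians ran from -0.54 to 0.54 for HBSS and from -0.40 to 0.29 for vWF against EGM2, where the median and mean of the lymphatic markers differ in sign. Against HBSS, vWF gave medians of -0.11 for fibroblasts and smooth muscle cells, -0.29 for leukocytes, -0.12 for platelets, -0.23 for erythroid cells, -0.22 for epithelial cells and -0.31 for lymphatic endothelial cells.

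The single arrays have no spread of their own, so their differences to the EGM2 arrays and their signals are given here without counts of members that passed. With actinomycin D the median log2 difference was -2.19 for 27 immediate early genes, -1.74 for 20 ERK output genes and -1.17 for 22 FOXO targets. These 3 medians lay below all 10000 random lists of similar signal. JUN stood at -4.62. MYC and NFKBIA, the inhibitor of NF-κB, had signals of 45.68 and 12.15, and DEPP1, PTGER4, CITED2 and PDE4B of 20.1, 13.77, 9.794 and 19.72, against 1427 or more in EGM2, and as these lie under the median of the array (129) no exact differences are given. Cell cycle genes (0.52) and genes of the respiratory chain (0.52) had medians above those of at least 99.99% of random lists. Against EGM2 replicate 3 alone, of the same run of arrays, these medians were -1.72, -1.86, -1.24, 0.39 and 0.36 in the same order. Each array is scaled to the same mean, so higher cell cycle and respiratory medians cannot be told apart from falls of other transcripts. With actinomycin D alone NF-κB response genes had a median of -0.67. With IL1-beta and actinomycin D together their median was -0.21 and that of the adhesion molecules 0.44. On this array the medians of 27 immediate early genes and 22 FOXO targets were -2.05 and -1.07. MYC, DUSP1 and SPRY2 had signals of 13.92, 27.72 and 10.99 there, against 1534 or more in EGM2. Against EGM2 replicate 3 alone the adhesion molecules stood at -1.13 and NF-κB response genes at -0.60 on this array.

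The arrays of replicate 3 and the single arrays stood apart from those of replicates 1 and 2. Median signals were 61.6 to 66.6 on the 6 arrays of replicates 1 and 2 and 113 to 139 on the other 6, and among the 9 replicated arrays correlations of log2 signals were 0.883 to 0.934 within and 0.844 to 0.867 between these runs. A difference in labelling or hybridisation is consistent with the spike-in controls, for which the lowest value of one run was at least 1.35 times the highest of the other, with ratios of medians from 2.51 for bioB to 4.05 for bioD, and 18S RNA probes at a ratio of 44.5. A difference between the cultures is also open, since 7 gene lists stood at the 99.97th percentile of random lists or above, or at 0.01 or below, between EGM2 replicate 3 and EGM2 replicates 1 and 2: the paper's adhesion molecules (1.89), NRF2 targets (0.81), amino acid response genes (0.76), cell cycle genes (0.46), genes of the respiratory chain (0.29), endothelial identity genes (-0.56) and interferon genes (-0.92). Neither was tested apart from the other.

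EGR1 differed between vWF and HBSS by 3.22 in replicates 1 and 2 and by 0.29 in replicate 3, and FOS had signals of 14.16, 21.55 and 321.2 in HBSS and 269.9, 312.8 and 271.2 with vWF in replicates 1 to 3. Whether the HBSS array of replicate 3 holds a vWF-treated sample cannot be told from these values. Of the 100 probe sets of lowest p in replicates 1 and 2, 64% kept their sign in replicate 3 (up to 60% in the central 95% of random sets). Their median signed difference there was 0.0966 (up to 0.0546 in random sets), against 0.912 in replicates 1 and 2. Both values lie above the random sets. But between EGM2 replicates 1 and 2, which share a treatment, 79% of these probe sets go the same way (21% in the reverse order). Immediate early genes raised in that HBSS culture, and a higher baseline in that run, stay open too, as the list medians were -0.073 (random lists -0.30 to 0.15) and 0.371 (-0.17 to 0.50) while EGR1 stood at 0.51 in the first test and 2.03 in the second, and FOS, under the medians of the EGM2 arrays, has no exact value. The list is wider than EGR1 and FOS, so its median does not decide for them, a criterion set after the values were seen.

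Cell cycle genes were called as a list, higher with vWF than in HBSS, at the preset correlation and not with an estimated one (adjusted p = 0.6), and none passed over all probe sets. The scaling of the arrays is argued against by the list's median after quantile normalization, 0.283 against 0.286. A difference between the runs stays open, since the median in replicate 3 was -0.003 (random lists -0.10 to 0.082; 13 of 28 positive) and 0.43 in replicates 1 and 2 (26 of 28 positive). An effect of vWF on proliferation may add to it and was not tested apart from the run.

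Other splits of the arrays into 3 and 3 are too few for a share under 0.05. Over all 10 splits limma called 0, 0 and 0 probe sets in the real one and at most 0, 0 and 0 in another. With the replicate block, over the 4 splits that part as many pairs, the real one called 287, 0 and 250 and the highest other 0. At the study's thresholds the real counts were 1134, 521 and 1021 and the highest others 4573, 5317 and 5731. The larger counts came from splits that set arrays of replicates 1 and 2 mostly against those of replicate 3, which points to the runs as a structure of the samples. Exchanging groups within a replicate number gave 518 to 557, 398 to 481 and 412 to 546. For gene lists the real split gave 11, 4 and 12 calls and the highest other 9, 5 and 13.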
